# IGF1R upregulation confers resistance to isoform-specific inhibitors of PI3K in *PIK3CA*-driven ovarian cancer

**DOI:** 10.1038/s41419-018-1025-8

**Published:** 2018-09-20

**Authors:** Jonatan Zorea, Manu Prasad, Limor Cohen, Nan Li, Roman Schefzik, Susmita Ghosh, Barak Rotblat, Benedikt Brors, Moshe Elkabets

## Abstract

Genomic alterations (GA) in *PIK3CA* leads to the hyper-activation of the phosphatidylinositol-4, 5-bisphosphate 3-kinase (PI3K) pathway in more than 20% of ovarian cancer (OC) patients. Therefore, PI3K therapies are under clinical evaluation for this subset of patients. Evidently, in clinical trials testing the efficacy of isoform-specific inhibitors of PI3K (PI3Ki), patients having a stable disease eventually relapse, as tumors become resistant to treatment. Hence, there is an urgent clinical need to develop new therapeutic combinations to improve the efficacy of PI3Ki in PIK3CA-driven OC patients. Here we identified the molecular mechanism that limits the efficacy of the beta-sparing PI3Ki, Taselisib (GDC0032), in *PIK3CA*-mutated OC cell lines (IGROV1 and OAW42) that acquired resistance to GDC0032. By comparing the molecular profile of GDC0032-sensitve and -resistant OC cell lines, we found that AKT/mTOR inhibition is required for GDC0032 efficacy. In resistant cells, the sustained activation of AKT/mTOR was regulated by the upregulation of the insulin growth factor 1 receptor (IGF1R). Knockdown of IGF1R re-sensitized cells to GDC0032 in vitro, and the combination of AEW541, an IGF1R inhibitor, with GDC0032 exhibited potent anti-tumor activity in vitro and in vivo. We further demonstrated that IGF1R regulates tumor cell proliferation in IGROV1 cells, whereas in OAW42, it determines autophagy as well. Overall, our findings suggest that the dual inhibition of PI3K and IGF1R may be considered as a new therapeutic strategy in *PIK3CA*-driven OC.

## Introduction

The phosphatidylinositol 3-kinase (PI3K) pathway is a key regulator of the survival, growth, and metabolism of normal and malignant cells^1,2^. This pathway is often hyperactivated due to genomic alterations (GA) in PI3K pathway-related genes such as deletions in *PTEN*, and mutations or amplifications in *PIK3CA, AKT3, AKT2, and AKT1*^3–7^. In ovarian cancer (OC) patients, point mutations or amplifications of the *PIK3CA* gene, which encodes the p110α catalytic subunit of the PI3K complex, are present in >20% of all OC types^3–6^. Around 240,000 OC patients are diagnosed annually; of these, ~50,000 harbor GA in *PIK3CA*^8^. Therefore, identifying potent anti-cancer therapies for this subset of OC patients is essential.

Cancer cells with GA in *PIK3CA* have been shown to be more susceptible to isoform-specific inhibitors of the PI3K pathway (PI3Ki) in vitro, in vivo, and in patients than tumor  cells with wild-type *PIK3CA*^9–19^. One of the most promising PI3Ki is GDC0032, a small molecule that blocks p110α, p110δ, and p110γ (p110β sparing). GDC0032 has exhibited clinical activity in tumors harboring *PIK3CA* alterations in early clinical trials^14,15^, but eventually all patients relapsed and developed resistance. Such results suggest that treating *PIK3CA*-driven OC with PI3Ki is a good therapeutic strategy, but new therapeutic approaches, such as drug combinations are needed to improve and prolong the positive clinical response.

Currently, two-thirds of the ongoing clinical trials testing PI3K-related therapies focus on combining at least two modalities^20^. In OC, ongoing clinical trials have been testing combinatorial PI3K therapies only with chemotherapy (NCT02069158 and NCT02476955). Hence, a better understanding of the molecular response and resistance to PI3Ki can lead to investigating more potent drug combinations in this malignant disease.

Our present study sought to identify the molecular mechanism that limits the efficacy of GDC0032, in *PIK3CA*-driven OC, to identify new therapeutic targets, and to examine new drug combinations.

## Results

### Sustained activation of the AKT/mTOR pathway is associated with resistance to GDC0032 in *PIK3CA*-mutated OC cell lines

Since *PIK3CA*-mutated cancer cells were found to be more sensitive to PI3Ki than were PIK3CA-wild-type cells^9–18^, we explored the Cancer Cell Line Encyclopedia (CCLE) databases^21^, searching for PI3Ki-sensitive OC cell lines with GA in *PIK3CA* (Supplementary Fig. 1A). We confirmed the sensitivity of two *PIK3CA*-mutated cell lines, IGROV1 and OAW42, to multiple PI3Kis, including the beta-sparing GDC0032 (Supplementary Fig. 1B). We noted that both cell lines exhibited the highest sensitivity to GDC0032. On the basis of the potency of GDC0032 in our cell lines and the clinical relevance of this agent, we decided to investigate how resistance to GDC0032 develops. To this end, we exposed these two tumor cell lines to increasing concentrations of GDC0032 for 6 to 8 months until resistance had developed (Fig. 1A). To verify the resistance phenotype, we checked their sensitivity to the same list of PI3Ki and noticed a reduction in the sensitivity to all inhibitors, emphasizing that resistance is not drug specific (Supplementary Fig. 1B). These acquired-resistant cell lines, IGROV1^**Res**istant^ and OAW42^**Res**istant^, displayed less growth inhibition in response to GDC0032 compared with parental cells, IGROV1^**Sen**ensitive^ and OAW42 ^**Sen**sitive^ (Fig. 1B, C). These cells also displayed a significantly higher half-maximal inhibitory concentration (IC:50) of GDC0032 compared with their corresponding IGROV1^Sen^ and OAW42^Sen^ cell lines (*p* value < 0.01) (Fig. 1D). Lastly, cell cycle analysis showed that treating IGROV1^Sen^ and OAW42^Sen^ with GDC0032 induced S phase arrest, whereas no S phase inhibition was observed in the IGROV1^Res^ and OAW42^Res^ cell lines (Fig. 1E).

**Fig. 1:**
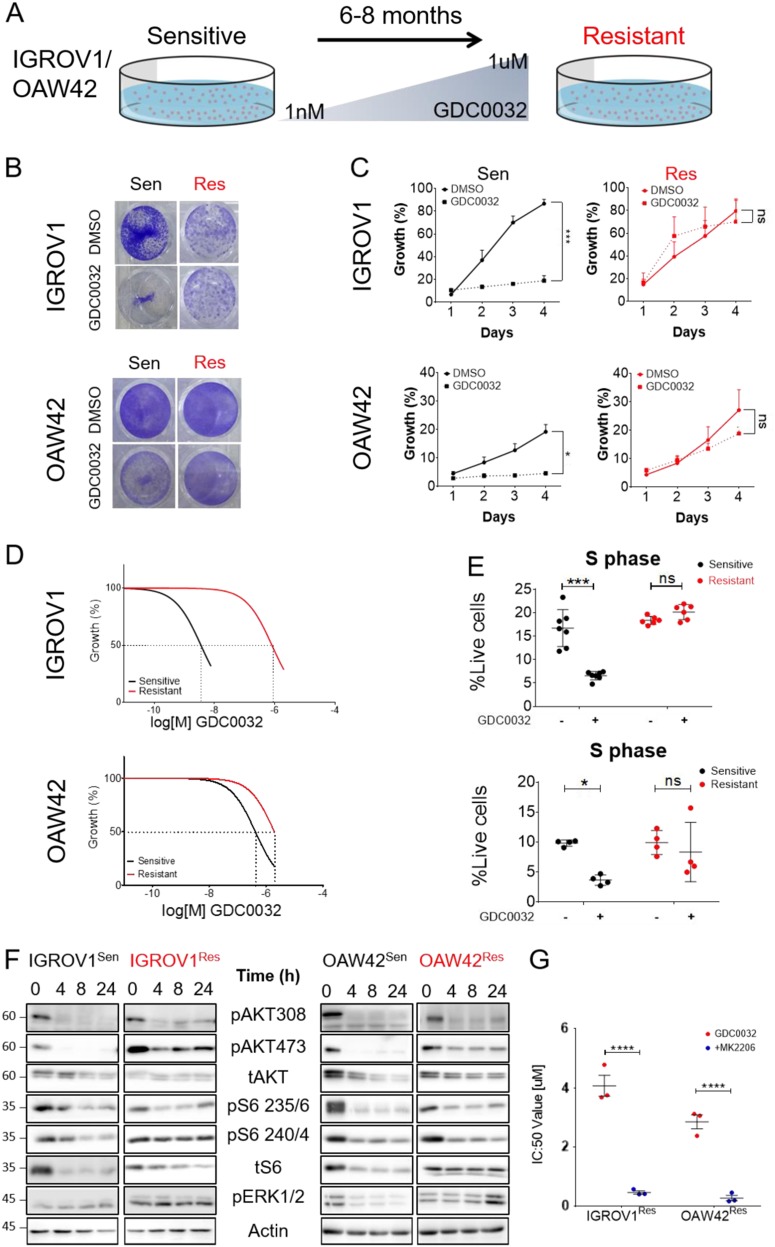
Characterizing the phenotype of the GDC0032-acquired -resistant cell lines. **A** A scheme illustrating the transformation of sensitive cells to resistant by exposing cells to increasing concentrations of GDC0032, starting at 1 nM and increasing up to 1 uM (see Material & Methods section). **B**, **C** Proliferation of IGROV1 and OAW42 sensitive (black) and resistant (red) cells, treated with DMSO or 100 nM GDC0032 for 4 days. The graphs (**C**) Scatter plot represents the growth, monitored by a live cell imager every 24 h (mean ± S.E.M. *n* = 3, *P < 0.05, ***P < 0.001). After 4 days of incubation, cells were fixed and stained using crystal violet (**B**). **D** GDC0032 IC:50 values of IGROV1^Sen^ (3.5e-9M) and IGROV1^Res^ (8e-7M) or OAW42^Sen^ (4.2e-7M) and OAW42^Res^ cells (1.9e-6M). (*n* = 6) **e** FACS analysis of the population in S phase in all cell lines, 48 h after treatment with DMSO or 100 nM GDC0032 (mean ± S.E.M. *n* > = 4, *P < 0.05, ***P < 0.001). **F** Whole-cell lysate western blot analysis of AKT, S6, and ERK from both cell lines, sensitive and resistant, in a time series of 100 nM GDC0032 treatment, compared to the beta-actin level. **G** GDC0032 IC:50 values of IGROV1^Res^ and OAW42^Res^ with the AKT inhibitor, MK2206 compared to GDC0032 alone showed in a scatter plot (mean ± S.E.M. *n* = 3, ****P < 0.0001)

Given recent evidence that activation of the mTOR and MAPK pathways drives resistance to PI3Ki^9,10,18,22–25^, we measured the activity of the AKT/mTOR and MAPK signaling pathways in sensitive and resistant cell lines, in response to GDC0032. We analyzed the phosphorylation (activation) of AKT (pAKT_308_, pAKT_473_), mTOR (pS6_235/236,_ pS6_240/244_), and MAPK (pERK_42/44_) over time. The pAKT and pS6 levels revealed that GDC0032 inhibits the AKT/mTOR pathway in sensitive cell lines, whereas sustained activation was observed in both resistant cell lines (Fig. 1F). To clarify the role of AKT activation in resistance to GDC0032, we investigated the effect of the AKT inhibitor, MK2206, in re-sensitizing IGROV1^Res^ and OAW42^Res^ cells to GDC0032. Cell proliferation assays showed that AKT inhibition enhances sensitivity to GDC0032 (Fig. 1G), proving that blockage of the AKT pathway is required for maintaining the anti-tumor potency of GDC0032.

### IGF1R expression confers resistance to GDC0032 in *PIK3CA*-mutated OC cell lines

To identify specific candidates mediating resistance to GDC0032, we compared the mRNA profile of the resistant and the sensitive cells in each cell line. 

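The comparison was made in IGROV1, a *PIK3CA*-mutated ovarian cancer cell line. RNA from IGROV1 Sen cells, the GDC0032-sensitive form, and from IGROV1 Res cells, the GDC0032-resistant form, was sequenced with 3 libraries per group. OAW42 cells were not analysed here. The paper's methods describe cells treated with 50 nM GDC0032 or DMSO for 24 h, RNA with a RIN above 7, and single-end 60-bp reads at 17 to 20 M per sample. The labels of the 6 libraries give the cell line and its sensitivity to GDC0032, and carry the letters UT, which they do not spell out and which were read as cells without GDC0032.

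The values used are raw read counts per Ensembl gene, which the authors made from the reads and filtered by a rule that the paper's text does not name, leaving 14646 genes. The counts added up to 12808922, 15241394 and 14287516 in IGROV1 Sen replicates 1, 2 and 3, and to 13809141, 14179886 and 14064748 in IGROV1 Res replicates 1, 2 and 3. These totals, not the stated numbers of reads, underlie the values. A count of 0 in a library allows a level of up to 0.197 to 0.234 CPM, for counting error only. The submitters' processing notes name the genome build hg18, and 14611 of the gene identifiers were found in GENCODE release 29, from which the GRCh38 coordinates were taken.

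Counts were normalized by TMM, genes with low counts were left out with edgeR's filterByExpr, and the groups were compared with edgeR's quasi-likelihood test. A gene was called upregulated or downregulated at a Benjamini-Hochberg adjusted p under 0.05, and every log2 fold change is that of IGROV1 Res over IGROV1 Sen. Lists of genes with shared functions were compared with the other genes by limma's camera, with a preset correlation of 0.01 and adjustment over the 38 lists with at least 5 tested genes. The lists were written after part of the authors' log2 fold changes for this comparison had been seen, so they are not independent of these results.

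IGROV1 Sen replicate 1 and IGROV1 Res replicate 3, named below as the libraries that stood apart, had the lowest shares of mitochondrially encoded genes. Mitochondrially encoded genes took 7.02% and 6.94% of their counts, against 10.1% to 12.8% in the other 4 libraries. The means of the groups were 10.5% ± 3.07 in IGROV1 Sen and 9.93% ± 2.91 in IGROV1 Res (SD, n = 3 each). Across genes, the counts of IGROV1 Sen replicates 2 and 3 differed with a chi-square per degree of freedom of 1.49, and those of the other pairs of libraries of one group with 12.4 to 34.4. In IGROV1 Res, replicate 2 lay between the others, at 12.4 from replicate 1 and 13.3 from replicate 3, against 34.4 between replicates 1 and 3. Its mitochondrial share, 10.1%, also lay between 12.8% in replicate 1 and 6.94% in replicate 3. The labels do not say whether the replicates are separate cultures, so the p-values measure only the spread between these libraries.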

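In IGROV1 cells, 2394 genes were upregulated and 2530 were downregulated in IGROV1 Res compared with IGROV1 Sen, which is 17.4% and 18.3% of the 13791 genes tested. Of these, 620 upregulated and 811 downregulated genes had an absolute log2 fold change of at least 1. *CALB2*, which encodes the calcium-binding protein calretinin, rose from 1.45 ± 0.957 to 93.5 ± 22.6 TMM-normalized CPM (SD, n = 3 libraries each). *PAX2*, a transcription factor of kidney and Müllerian duct development, fell from 42.0 ± 9.66 to 0.217 ± 0.254 CPM (SD, n = 3 each).

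*CALB2* (ENSG00000172137) lies on chromosome 16 of GRCh38 from 71358713 to 71390438 and had a log2 fold change of 6.04 (standard error 0.34, adjusted p = 2.77e-06 from edgeR's quasi-likelihood test). The other genes with large increases included *CSH2*, which encodes a placental lactogen, with a log2 fold change of 5.49. Paralogs next to *CSH2* share most of its sequence, so that short reads cannot be fully assigned among them. *COL12A1*, a collagen gene, rose by 5.97 on the log2 scale and *SPARC*, which encodes a matrix glycoprotein, by 5.80. *CNN1*, which encodes the actin-binding protein calponin, rose by 5.53 and *DAB2*, which encodes an endocytic adaptor, by 5.26 (6.17 without IGROV1 Sen replicate 1). *PTX3*, which encodes a secreted pentraxin, had 499 counts in IGROV1 Res and 2 in IGROV1 Sen, a ratio of 249 (95% counting interval 68.5 to 2060). *TMEM40*, which encodes a membrane protein, had 456 counts in IGROV1 Res and 3 in IGROV1 Sen, a ratio of 152 (95% counting interval 51.6 to 738).

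*PAX2* (ENSG00000075891) lies on chromosome 10 from 100735603 to 100829941 and had a log2 fold change of -7.57 (standard error 0.39, adjusted p = 1.79e-06 from edgeR's quasi-likelihood test), and one of -9.06 without IGROV1 Res replicate 1. The largest decreases also included *NREP*, at -7.94, *MEST*, an imprinted gene, at -6.71, and *SH3GL2*, which encodes endophilin A1, at -6.69. *MPDZ*, which encodes a scaffold with PDZ domains, had a log2 fold change of -6.66 and *SLC22A3*, which encodes an organic cation transporter, one of -6.62. The nuclear receptor gene *NR2F1* (-6.37), *MAL* (-5.78), which encodes a membrane proteolipid, and the sodium channel gene *SCN7A* (-5.77) fell as well. An antisense gene, ENSG00000236283, had 456 counts in IGROV1 Sen and 2 in IGROV1 Res, a ratio of 229 (95% counting interval 62.9 to 1893).

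The libraries of the 2 groups did not overlap for 6596 of the tested genes, or 47.8%, where chance gives 10%. Without IGROV1 Sen replicate 3 the number of upregulated genes was 1538, and without IGROV1 Sen replicate 2 it was 1572.

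**Figure D1:**
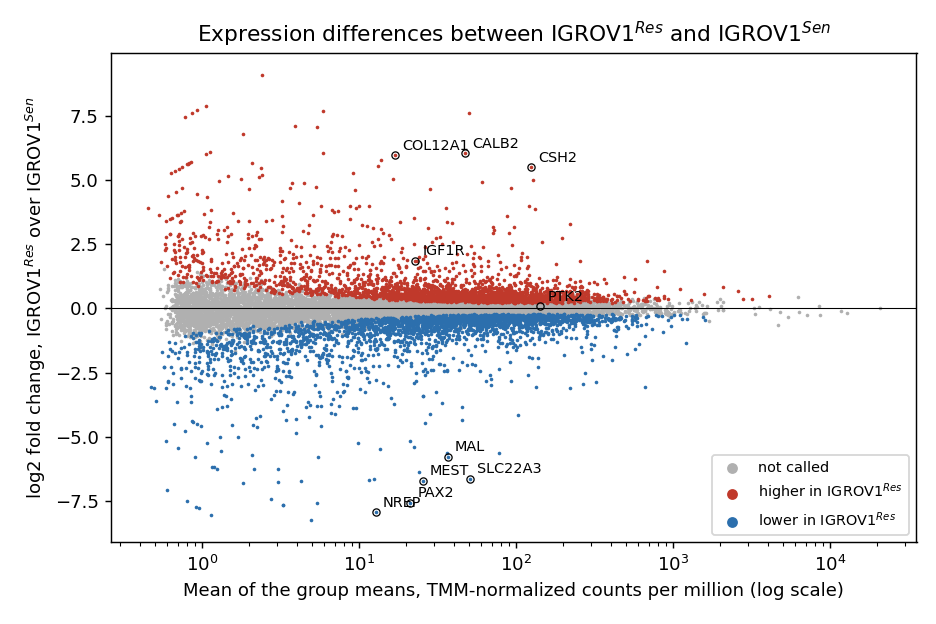
Log2 fold change of IGROV1 Res over IGROV1 Sen (vertical axis) against the mean of the group means in TMM-normalized CPM (horizontal axis, log scale), 1 point per tested gene. Upregulated genes (red, 2394) and downregulated genes (blue, 2530) are spread over the whole range of expression, genes that were not called are gray, and circles mark *CALB2*, *COL12A1*, *CSH2*, *NREP*, *PAX2*, *MEST*, *SLC22A3*, *MAL*, *IGF1R* and *PTK2*.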

The mRNAs that were significantly upregulated in resistant cells (IGROV1^Res^ and OAW42^Res^), compared with their sensitive counterpart cells, were used to create gene set enrichment lists. We then looked for pathways that were upregulated in both cell lines and calculated the average combined KEGG score for each. We found nine shared pathways, including P53 and the insulin signaling pathway (Fig. 2A). In addition, we performed a targeted synthetic lethality shRNA screen using IGROV1^Res^ cells (Fig. 2B). 

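In IGROV1 Res cells, genes of p53 signaling and of ribosome biogenesis were upregulated more often than other genes by Fisher's exact test. By camera with an estimated correlation neither list passed the threshold (adjusted p = 0.344 and adjusted p = 0.805), and the exact test called ribosome biogenesis in 14 of 21 other settings. Of 62 tested genes of p53 signaling, which arrests the cell cycle or starts apoptosis after stress, 21 rose and 9 fell (24 and 11 adjusted over the list alone). Of 103 tested genes of ribosome biogenesis, 34 rose and 4 fell (34 and 4 adjusted over the list alone). Of 115 tested genes of insulin signaling, 24 rose and 26 fell (28 and 30 adjusted over the list alone).

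The upregulated share was 33.9% in the p53 list and 33.0% in the list of ribosome biogenesis, against 17.4% of all tested genes (Fisher's exact test, one-sided, adjusted p = 0.00435 and adjusted p = 0.00058 over 7 lists that stand for pathways of Fig. 2A). In the insulin signaling list it was 20.9% (adjusted p = 0.331 from the same exact test). Over the whole lists, camera gave an adjusted p of 0.0169 for p53 signaling, 0.00401 for ribosome biogenesis and 0.912 for insulin signaling.

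*CDKN1A*, which encodes the cell cycle inhibitor p21, had a log2 fold change of 0.83 (standard error 0.11, adjusted p = 0.00041 from edgeR's quasi-likelihood test). *RRM2B*, a ribonucleotide reductase gene induced by p53, had one of 0.84 and lies on chromosome 8, where the median gene was higher in IGROV1 Res. In the same list *CCNG2*, which encodes an atypical cyclin, fell with a log2 fold change of -1.43 and *THBS1*, which encodes an inhibitor of angiogenesis, with one of -2.44 (-2.67 to -1.76 over 18 other settings). Of 31 direct target genes of p53, a list that shares members with the former, 17 rose and 2 fell (19 and 3 adjusted over the list alone; camera, adjusted p = 0.000196, and adjusted p = 0.51 with an estimated correlation). *PLK2* and *FDXR* in it had log2 fold changes of 1.28 and 0.85. The 2 that fell were *XPC* (-0.22) and *TP53INP1* (-0.57), whose adjusted p from edgeR's quasi-likelihood test rose to between 0.0831 and 0.15 without IGROV1 Sen replicate 2 or 3 or IGROV1 Res replicate 2 or 3, or for *XPC* without IGROV1 Res replicate 1. With a replicate block it was 0.131 for *XPC* and 0.113 for *TP53INP1* in edgeR's quasi-likelihood test, with IGROV1 Sen replicates 2 and 3 summed 0.128 and 0.115, and for *XPC* it was also 0.0668 with DESeq2, 0.0557 without a composition factor and 0.0508 without chromosome 8. The paper describes IGROV1 cells as carrying mutated P53, and whether p53 itself raised the genes of these lists was not tested.

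In ribosome biogenesis, *RPP40*, which encodes a ribonuclease P subunit, had a log2 fold change of 1.28, *REXO2*, an exoribonuclease gene, 0.83, *BOP1*, a gene of 60S subunit maturation on chromosome 8, 0.69, and *NOL6*, a gene of the small subunit processome, 0.64. *FBL*, which encodes the rRNA methyltransferase fibrillarin, fell with a log2 fold change of -0.52 and *NOLC1*, which encodes a nucleolar phosphoprotein, with one of -0.50. The genes of this list were 0.21 higher on the log2 scale in IGROV1 Sen replicate 1 and 0.11 higher in IGROV1 Res replicate 3 than in the other libraries of their groups.

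Of 79 cytosolic ribosomal protein genes, 7 rose and 6 fell (4 and 5 adjusted over the list alone), and 4 of the 7, among them *RPL8* at 0.57, lie on chromosome 8, while *RPL3* was among those that fell, at -0.44 (adjusted p = 0.0516 from edgeR's quasi-likelihood test with a replicate block). These genes were 0.20 higher in IGROV1 Sen replicate 1 and 0.28 higher in IGROV1 Res replicate 3 than in the other libraries of their groups. Of 95 apoptosis genes, 18 rose and 25 fell (19 and 27 adjusted over the list alone). *ERN1*, which encodes a sensor of unfolded proteins, had a log2 fold change of 1.65 and *PMAIP1*, which encodes the BH3-only protein NOXA, 1.46, against -4.46 for the decoy receptor gene *TNFRSF10D* and -2.60 for the tubulin gene *TUBA1A*. Of 79 genes of the longevity regulating pathway, 18 rose and 21 fell (20 and 24 adjusted over the list alone), with *PRKAG2*, an AMP-activated kinase subunit, at 0.99 and *PRKACB*, a catalytic subunit of protein kinase A, at -1.57. Of 39 basal transcription factor genes, 8 rose and 5 fell (the same numbers adjusted over the list alone), with *GTF2E2* at 0.67, *CDK7* at 0.57 and *GTF2F2* at -0.50.

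For these 4 lists the exact test gave an adjusted p of 0.99, 0.445, 0.306 and 0.445, and camera one of 0.924, 0.543, 0.912 and 0.458. The ribosomal proteins had a median log2 fold change of -0.0025 and a mean of 0.02 (camera, up), and the apoptosis genes a median of 0.09 and a mean of -0.15 (camera, down).

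With upregulated genes limited to a log2 fold change of at least 1, the exact test gave an adjusted p of 1 for p53 signaling and for ribosome biogenesis, for the latter also 1 with the 500 genes with the smallest p, 0.115 with a replicate block and 0.182 with IGROV1 Sen replicates 2 and 3 summed, and camera gave one of 0.146 for p53 signaling with at least 10 counts in every library. Leaving out 1 library also changed calls of the exact test: the adjusted p of ribosome biogenesis was 0.0893 without IGROV1 Sen replicate 2, 0.276 without IGROV1 Sen replicate 3 and 0.208 without IGROV1 Res replicate 3, that of insulin signaling and of the longevity list was 0.048 without IGROV1 Res replicate 2, and that of apoptosis was 0.0379 without IGROV1 Sen replicate 1.

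**Figure D2:**
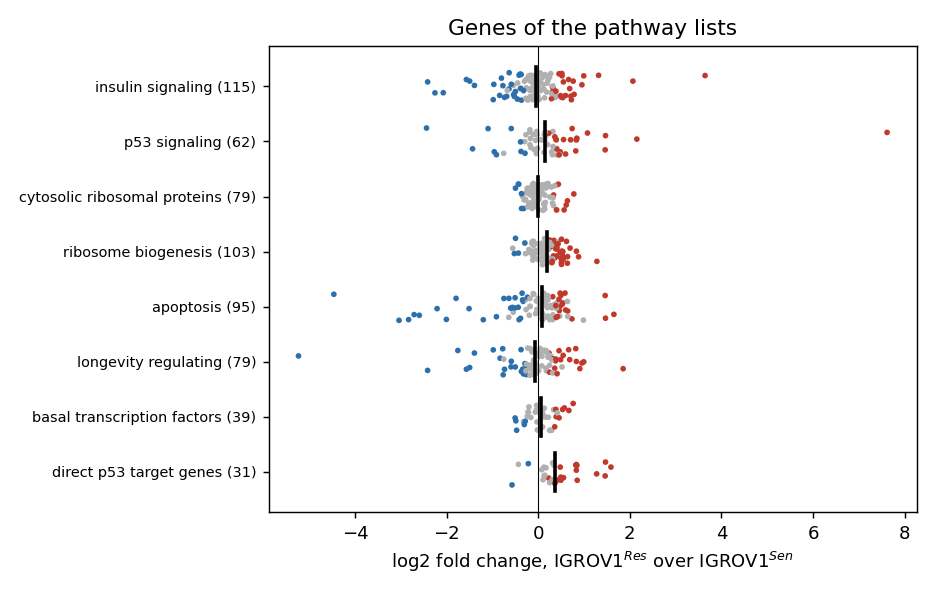
Log2 fold change of IGROV1 Res over IGROV1 Sen (horizontal axis) for the tested genes of each list, with their number in parentheses, 1 point per gene and the list's median as a black bar. Upregulated genes are red, downregulated genes blue and the others gray; p53 signaling (21 red, 9 blue) and ribosome biogenesis (34 red, 4 blue) hold more red than blue points, and insulin signaling holds 24 red and 26 blue.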

Briefly, we infected IGROV1^Res^ cells with a library of ~600 shRNAs, knocking down ~132 targetable genes as previously described^9,10^. Next, we treated the infected cells with vehicle (DMSO) or GDC0032 for 14 days, and analyzed the number of all shRNA under each condition. The analysis revealed that the proliferation of IGROV1^Res^ cells, infected with shRNAs targeting *IGF1R, MET, AKT*, and others, were strongly inhibited in GDC0032 compared with DMSO-treated cells (Fig. 2C, D, also performed with BYL719- Supplementary Fig. 2A). 

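*IGF1R*, the gene of the receptor tyrosine kinase that binds the insulin-like growth factors, was upregulated in IGROV1 Res, from 9.85 ± 1.21 to 35.8 ± 3.46 TMM-normalized CPM (SD, n = 3 libraries each). *INSR*, the gene of the insulin receptor, had 35.3 ± 4.52 and 42.1 ± 3.10 CPM and did not pass the test. Of the adaptors that link both receptors to PI3K, *IRS1* fell and *IRS2* rose. Among genes of the IGF axis and of the PI3K/AKT/mTOR pathway, increases and decreases were about equally frequent, and among receptor tyrosine kinase genes decreases were more frequent.

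*IGF1R* (ENSG00000140443) lies on chromosome 15 of GRCh38 from 98648539 to 98964530. It had 109, 152 and 157 counts in IGROV1 Sen and 542, 467 and 500 in IGROV1 Res. Its log2 fold change was 1.85 (standard error 0.13, 95% interval 1.49 to 2.22, adjusted p = 9.81e-06 from edgeR's quasi-likelihood test), and every IGROV1 Res library was above every IGROV1 Sen library. *INSR* had a log2 fold change of 0.25 (adjusted p = 0.12 from edgeR's quasi-likelihood test, and 0.032 from edgeR's likelihood ratio test in the values the authors deposited). *IRS1* had one of -0.98 (standard error 0.13, adjusted p = 0.000364 from the same edgeR quasi-likelihood test). *IRS2*, chosen after its values were seen, had one of 0.66 (standard error 0.10, adjusted p = 0.00072 from the same edgeR quasi-likelihood test).

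Of 17 tested genes of the IGF axis, 6 rose and 5 fell (6 and 6 adjusted over the list alone; camera, adjusted p = 0.571). *STC1*, which encodes stanniocalcin and lies on chromosome 8, rose with a log2 fold change of 1.15. *IGFBP3*, which encodes a binding protein for the growth factors, fell with one of -1.10 and *IGF2BP2*, which encodes an RNA-binding protein, with one of -0.65. Of 58 genes of the PI3K/AKT/mTOR pathway, 9 rose and 12 fell (11 and 13 adjusted over the list alone; camera, adjusted p = 0.755). *INPP5D*, which encodes the phosphatase SHIP1, rose with a log2 fold change of 2.07 and *EIF4EBP1*, which encodes a translation repressor under mTOR and lies on chromosome 8, with one of 0.95. *FOXO1*, which encodes a transcription factor inhibited by AKT, fell with one of -1.50. *PIK3CA*, which encodes the p110α subunit of PI3K, fell with one of -0.74 and lies on chromosome 3, where the median gene was lower in IGROV1 Res.

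Of 38 receptor tyrosine kinase genes, 6 rose and 16 fell (7 and 17 adjusted over the list alone; camera, adjusted p = 0.131). *AXL* rose from 2, 1 and 1 counts to 37, 48 and 60, a log2 fold change of 5.05. *FGFR3* fell with a log2 fold change of -2.10 and *RET* with one of -2.63, and *NTRK2* had 260 counts in IGROV1 Sen and 2 in IGROV1 Res, a ratio of 130 (95% counting interval 35.7 to 1082). *MET*, the gene of the hepatocyte growth factor receptor, fell with a log2 fold change of -0.32 (adjusted p = 0.0351 from edgeR's quasi-likelihood test). That adjusted p was 0.0978 without IGROV1 Sen replicate 2, 0.13 without IGROV1 Sen replicate 3, 0.145 without IGROV1 Res replicate 2, 0.0823 without IGROV1 Res replicate 3, 0.0993 with a replicate block and 0.111 with IGROV1 Sen replicates 2 and 3 summed. *AKT1* fell with a log2 fold change of -0.37 (adjusted p = 0.00864 from edgeR's quasi-likelihood test), and *AKT2* had one of -0.05 and did not pass the test.

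The paper reasons from 2 lines of data, the pathways shared by the upregulated mRNAs of both resistant cell lines (Fig. 2A) and the shRNAs against *IGF1R*, *MET* and *AKT* that were depleted under GDC0032 (Fig. 2C, D), and proposes a part for IGF1R and insulin signaling in resistance.

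**Figure D3:**
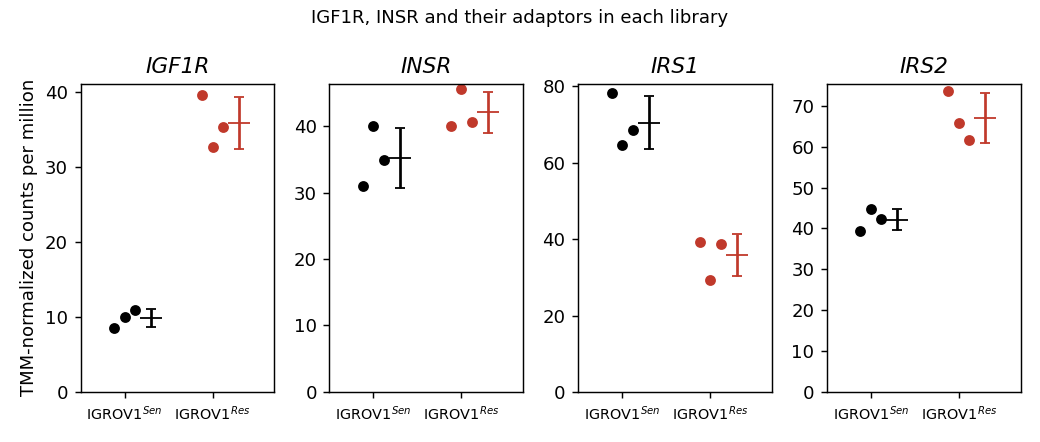
TMM-normalized CPM (vertical axes, each starting at 0) of *IGF1R*, *INSR*, *IRS1* and *IRS2* in IGROV1 Sen (black) and IGROV1 Res (red), 1 point per library, with the mean and SD of the 3 libraries beside them. The groups do not overlap for *IGF1R*, at 8.57 to 11.0 in IGROV1 Sen and 32.7 to 39.5 in IGROV1 Res, or for *IRS1* and *IRS2*. For *INSR*, which was not called, they almost touch, at 39.97 in IGROV1 Sen replicate 2 and 39.98 in IGROV1 Res replicate 1.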

Taken together, both methods indicated that the insulin signaling pathway, and specifically IGF1R, may play a role in acquiring resistance to GDC0032.

**Fig. 2:**
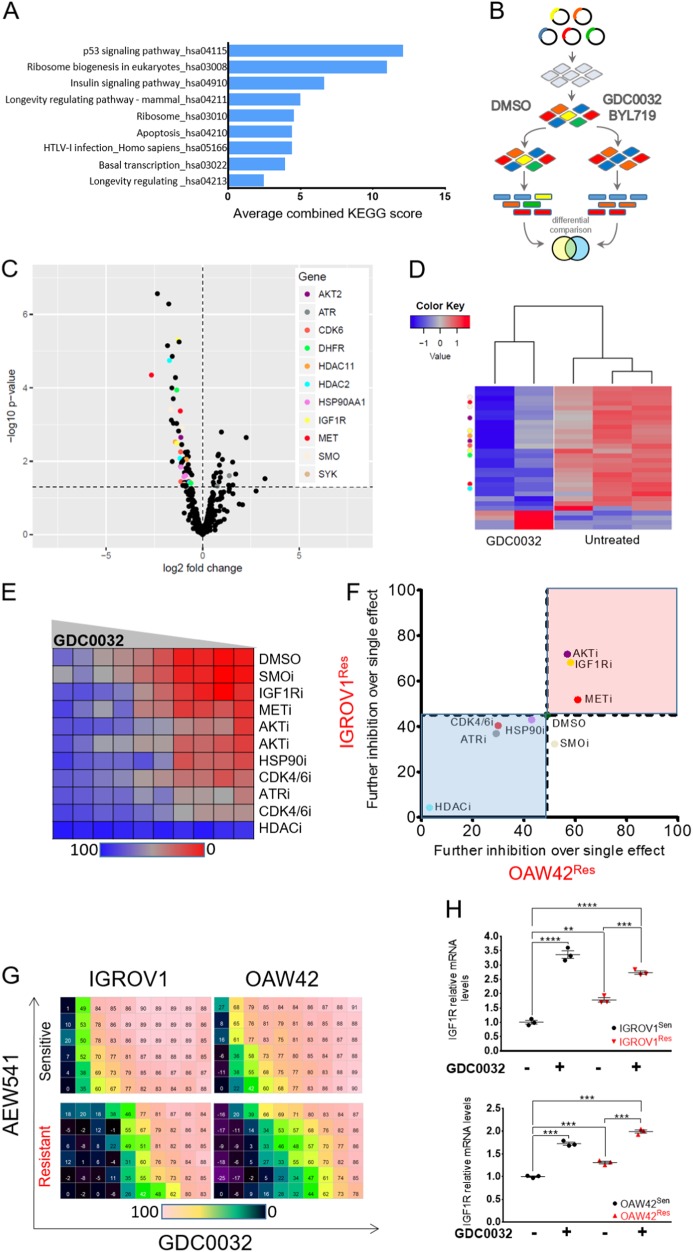
IGF1R confers resistance to GDC0032. **A** Bar graph showing the nine shared enriched upregulated pathways, scored by averaging the KEGG combined scores for each pathway of each cell line. **B** A scheme illustrating the synthetic lethality shRNA screen workflow, done on IGROV1^Res^ cells. **C** Volcano plot visualizing the results (log2 fold change against –log10 *p* value) for the comparison between those cells treated with GDC0032 and the control cells. Each dot corresponds to one shRNA. Genes with at least two shRNAs with significant differential expression that were all consistently either up- or downregulated are denoted in color (see the color index). **D** Heatmap across all samples displaying the top 30 differentially expressed shRNAs. Colors on the right indicate the genes, and match the color index of the former panel (2 C). **E** A drug matrix showing the sensitivity of IGROV1^Res^ cells to multiple inhibitors, combined with increasing concentrations of GDC0032. **F** The inhibitory effect of each drug was calculated for both IGROV1^Res^ and OAW42^Res^ in the presence of 0.5 uM of GDC0032. Inhibitors that had a higher effect than GDC0032 alone for both cell lines are in the red quartile. **G** A dose matrix used to calculate the synergistic effect of combining GDC0032 and AEW541. The concentration of AEW541 increases from the bottom to the top and the concentration of GDC0032 from the left to the right. **H** Scatter plot showing the mRNA levels of *IGF1R* before and after GDC0032 treatment for both IGROV1 and OAW42, sensitive (black) and resistant (red) cells. (mean ± S.E.M. *n* = 3, **P < 0.01, ***P < 0.01, ****P < 0.0001)

We further validated the role of IGF1R and other candidates observed in our shRNA screening results by using pharmacological inhibitors. We measured the proliferation of the IGROV1^Res^ and OAW42^Res^ tumor cell lines treated with increasing concentrations of GDC0032, in the absence or presence of inhibitors such as AEW541 (IGF1R inhibitor), PHA-665752 (MET inhibitor), MK2206 (AKT inhibitor), and others (Supplementary Fig. 2B). We noted that the inhibition of IGF1R, MET, and AKT had a greater anti-tumor effect when combined with GDC0032 in both IGROV1^Res^ and OAW42^Res^ (Fig. 2E, F, and Supplementary Fig. 2C).

Since MET and IGF1R expression limited the efficacy of GDC0032, we investigated the effect of these receptors on tumor cell viability in the presence of GDC0032 by conducting a head-to-head synergistic drug combination^26^. We tested the proliferation of cells treated with single agents IGF1Ri (AEW541), METi (PHA-665752), and GDC0032 compared to their combinations. Importantly, we found that combining GDC0032 with AEW541 has a potent synergistic anti-proliferative effect, whereas combining GDC0032 with PHA-665752 displayed an additive effect (Fig. 2G and Supplementary Fig. 2D). Similar synergistic anti-tumor activity was also confirmed with BYL719 (Supplementary Fig. 2D). This synergy between these agents highlights the importance of blocking IGF1R for better efficacy of GDC0032 and BYL719.

Owing to the direct role of IGF1R in sensitivity to GDC0032, and the upregulation of the insulin signaling pathway in resistant cells, we quantified its mRNA levels in sensitive and resistant cells before and after treatment with GDC0032. Quantitative PCR (qPCR) analysis revealed that the basal expression levels of IGF1R are higher in resistant cells compared with their counterpart sensitive cells. Furthermore, treatment of cells with GDC0032 increases the expression of IGF1R in both tumor cell line models (Fig. 2H). This direct effect of GDC0032 treatment on IGF1R expression, together with our functional re-sensitization studies, encouraged us to further explore how inhibiting IGF1R, using AEW541, is involved in re-sensitizing cells to GDC0032 in vitro and in vivo.

### Dual treatment with AEW541 and GDC0032 enhances tumor growth arrest in vitro and in vivo, via potent inhibition of the AKT/mTOR pathway

We further investigated the biological and molecular response to single and combined treatment with GDC0032 and AEW541, with both sensitive and resistant cells. An imaging-based proliferation assay showed that combined treatment with AEW541 and GDC0032 further reduced cancer cell proliferation in sensitive and resistant cell lines compared with the single drug inhibition treatment (Fig. 3A). Western blot analysis of the signaling pathway indicated that this combined treatment with GDC0032 and AEW541 further inhibits the AKT/mTOR pathway, compared with single agents (Fig. 3B).

**Fig. 3:**
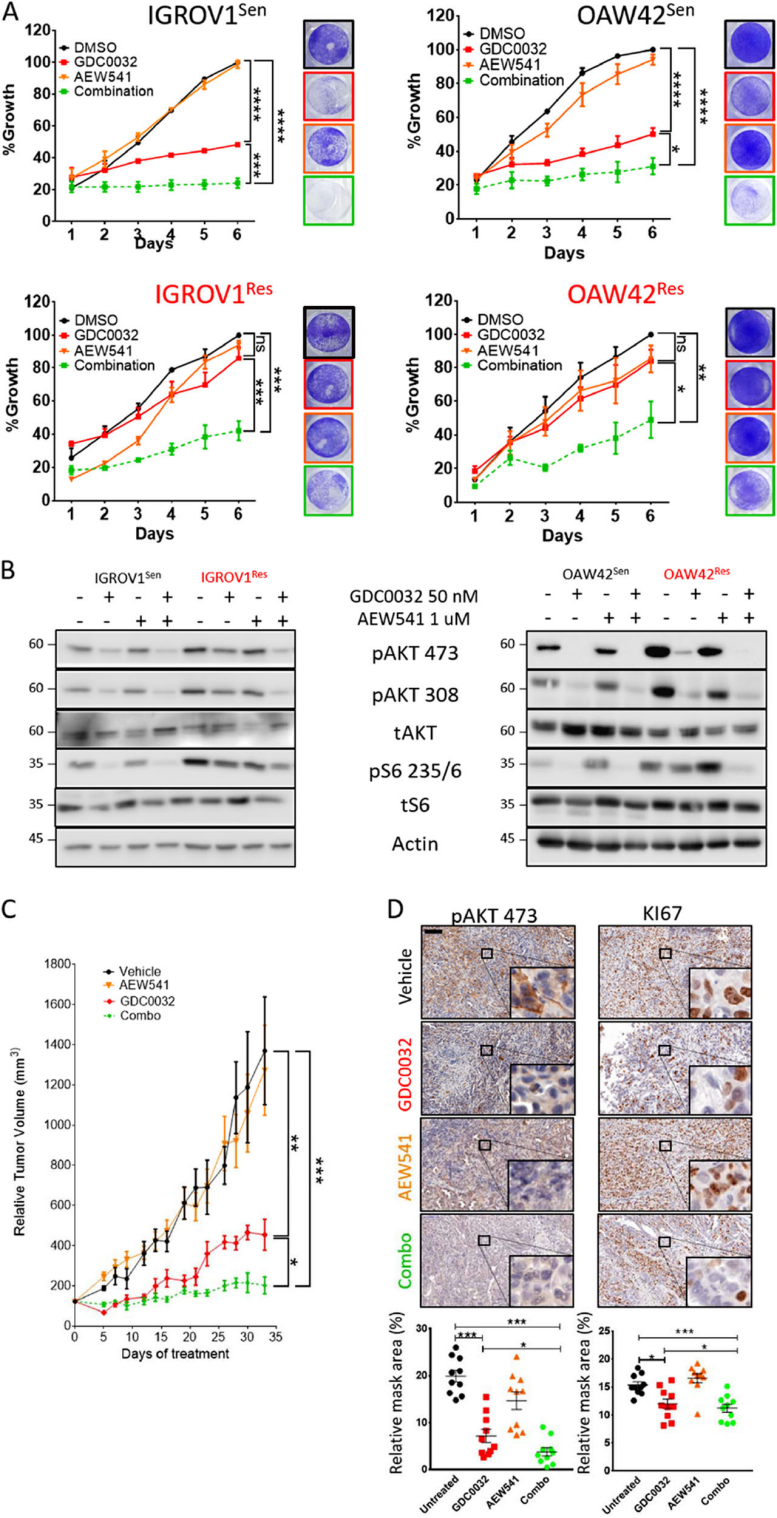
Combining GDC0032 and AEW541 enhances tumor growth arrest. **A** The growth of IGROV1 and OAW42, sensitive and resistant cells, treated with DMSO (black), GDC0032 (red), AEW541 (orange), or AEW541-GDC0032 (green) was monitored by a live cell imager every 24 h and quantified by JuliStat. After 6 days of incubation, cells were fixed and stained using crystal violet (mean ± S.E.M. *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.01, ****P < 0.0001). **B** Whole-cell lysate western blot analysis of AKT, and S6 from both cell lines, sensitive and resistant, treated for 24 h as indicated. **C** Four arms of tumor-bearing mice were treated daily as indicated. Tumor dimensions were measured every 2 days using a caliper and the relative tumor volume was calculated using the formula *V* = (*L* × *W* × *W*) / 2, where *V* is the tumor volume, *W* is the tumor width, and *L* is the tumor length. (mean ± S.E.M. *n* (of mice in a group) > = 4, *P < 0.05, **P < 0.01, ***P < 0.01). **D** KI67 and pAKT473 IHC staining of tumors from the four arms as indicated (scale bar of 100um). The relative mask area of each arm was calculated and presented in a bar graph below each image panel. (mean ± S.E.M. *n* = 10, **P < 0.01, ***P < 0.01, ****P < 0.0001)

To test the efficacy of combining GDC0032 and AEW541 in vivo, we created a cell line-derived xenograft model by implanting IGROV1^Sen^ cells (OAW42 tumor cells were not tumorigenic) into NOD/SCID mice and treating them with vehicle, GDC0032 (10 mg/kg per day) and AEW541 (30 mg/kg per day), separately and combined. As expected, GDC0032 induced a growth delay of IGROV1^Sen^ tumors, since in the first 2 weeks no tumor progression was detected. Similar to the observation in patients, the tumors eventually started to grow (after 2 weeks of treatment), and tumor volumes were increased by 4-fold, despite daily treatment using GDC0032. Treatment with AEW541 had no effect on tumor growth, compared with the vehicle-treated group. However, combining both drugs (GDC0032 and AEW541) resulted in superior anti-tumor activity, with no appreciable increase in tumor volume, even following 30 days of treatment (Fig. 3C). In agreement with this, histopathological analysis of the tumor tissue showed that co-treatment with GDC0032 and AEW541 reduces tumor cell proliferation, as measured by KI67, and further inhibits the AKT pathway (Fig. 3D). No indication for increased cell death was detected by TUNEL staining (Sup Fig. 3C). Two additional treatments were examined in this experiment: BYL719 alone and combined with AEW541. As shown in Supplementary Figure 3A and B, supplementation of AEW541 enhances tumor sensitivity to BYL719. Overall, these results indicate that blocking IGF1R with AEW541 enhances the efficacy of GDC0032 and BYL719 in vitro and in vivo, by preventing AKT/mTOR pathway activation.

### IGF1R signaling determines tumor cell proliferation and autophagy

To further explore the role of IGF1R in the tumor cells’ response to GDC0032, we examined the morphology of tumor cells after treatment with GDC0032 over time. In IGROV1^Sen^ cells, GDC0032 induced potent tumor growth arrest, with no evidence of cell death (floating cells) or autophagy (vesicles in the cells). In contrast, in OAW42^Sen^ cells, we observed vesicle formation following GDC0032 treatment, together with reduced cell proliferation (Fig. 4A). Given recent evidence showing the role of autophagy in resistance to anti-cancer therapies, including PI3K/AKT therapies^27,28^, and the involvement of IGF1R in autophagy^29,30^, we investigated the role of IGF1R in GDC0032-induced autophagy in our OC cells. Specifically, we measured the LC3B levels (western blots) and autophagosome accumulation (using a florescence-based dye), following GDC0032 treatment. Analysis of IGROV1^Sen^ and OAW42^Sen^ tumor cells revealed that treatment with GDC0032 induces the accumulation of LC3B and the appearance of autophagosomes only in OAW42^Sen^ tumor cells (Fig. 4B; Supplementary Fig. 4). In contrast to OAW42^Sen^ cells, in OAW42^Res^ cells GDC0032 did not induce autophagy. However, combined treatment using AEW541 and GDC0032 induced the autophagy phenotype in OAW42^Res^ cells, indicated by autophagosome formation (Fig. C4).

**Fig. 4:**
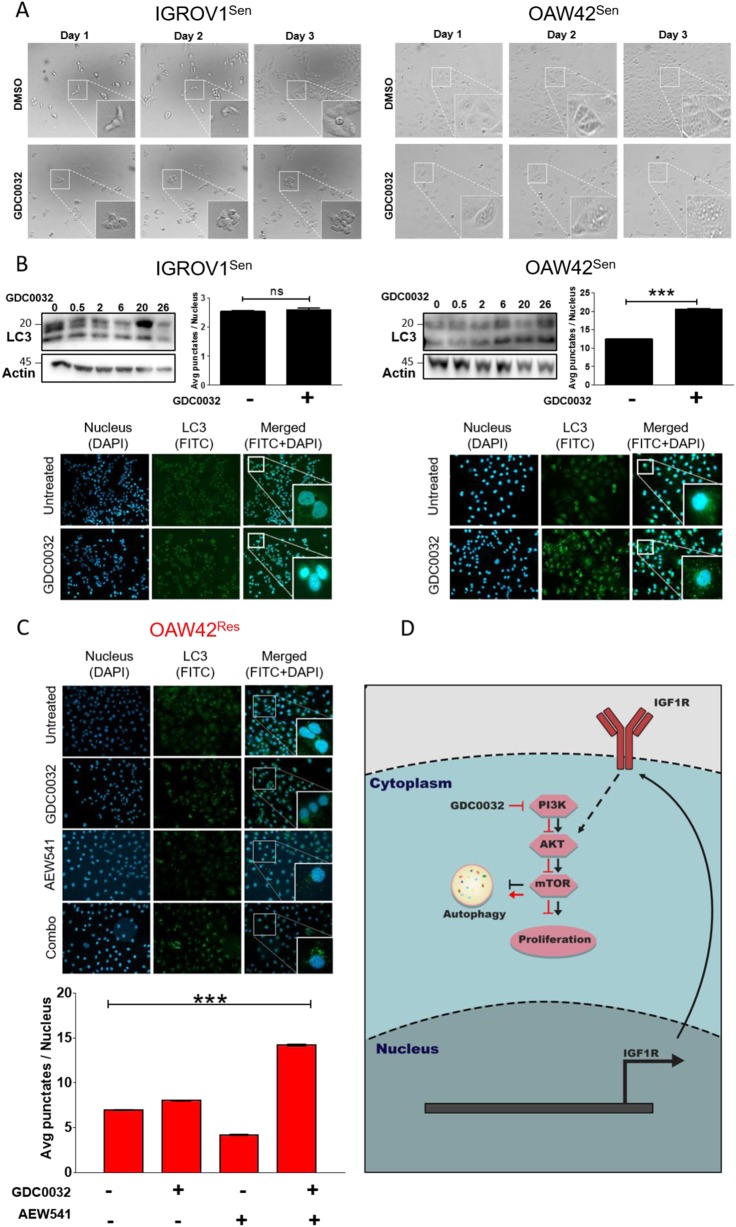
IGF1R determines autophagy in OAW42 cells. **A** Live cell imaging showing the formation of punctate structures in OAW42^Sen^ cells treated with GDC0032 over time. **B** The changes in LC3B levels in both OAW42^Sen^ and IGROV1^Sen^ cells were first quantified by whole-cell lysate western blot analysis in a time series (hours) of 50 nM GDC0032 treatment. Second, punctate structures were stained after 24 h of treatment, using the Cyto-id kit and the average number of punctate structures per nucleus was calculated using the ImageStream count feature (mean ± S.E.M. *n* > 1000, ***P < 0.01). Last, punctate structures were imaged using a Zeiss inverted microscope (×40). **C** OAW42^Res^ cells treated as indicated and the average number of punctate structures per nucleus was imaged using an Zeiss inverted microscope (X40) and calculated using the ImageStream count feature. (mean ± S.E.M. *n* > 1000, ***P < 0.01). **D** A scheme summarizing the resistance mechanism involving IGF1R in OAW42^Res^ cells

Overall, we showed that blocking the AKT/mTOR pathway is required for the efficacy of GDC0032 (and BYL719), in *PIK3CA*-mutated OC cells. Resistance to GDC0032 develops via the upregulating of IGF1R, which reactivates the AKT/mTOR pathways. OAW42 undergoes autophagy after GDC0032 treatment to avoid cell death, and upregulation of IGF1R enables cells to escape from autophagy and to propagate (Fig. 4D). Blocking IGF1R sensitizes OC cells to GDC0032 (and BYL719) in vitro and in vivo; thus, combining these drugs may be considered for OC patients with GA in *PIK3CA.*

## Discussion

Resistance to PI3K inhibitors is a major obstacle in developing these agents in oncology. The molecular mechanisms that induce resistance to PI3K therapies vary from epigenetic regulators, autocrine, or paracrine secretion of pro-survival factors, to overexpression or activation of RTK^20^. In our acquired-resistant model, we found that overexpression of IGF1R plays a major role in maintaining AKT/mTOR pathway activation. Inhibition of IGF1R enhances the sensitivity of *PIK3CA*-driven OC to GDC0032 and BYL719 treatment in vitro and in vivo.

IGF1R is frequently overexpressed in tumors such as thyroid, colorectal, prostate, breast, and ovarian, and regulates tumor cell proliferation and survival via apoptotic signaling^31^. The signaling of IGF1R plays a role in tumor cell motility and adhesion; thus, it contributes to tumor spreading and metastasis^32^. IGF1R is considered an attractive target in oncology;^33^ however, years of clinical research yielded only modest efficacy in cancer patients treated with a single agent of anti-IGF1R therapies^34,35^. These clinical results highlight the insignificant role of IGF1R as a driver oncogene. Owing to its important role in cancer progression and in limiting the efficacy of anti-cancer therapies, blocking IGF1R combined with other inhibitors is under clinical development in various cancer types, including melanoma^36^, lung^37^, breast^38^, and prostate cancers^39^. In OC, IGF1R is known to confer resistance to cisplatin, paclitaxel, and cisplatin-taxol^40^, and to BEZ235 inhibitor as well^41^. Here we show the first evidence that IGF1R triggers resistance to isoform specific inhibitor of the PI3K in *PIK3CA*-driven OC.

Recently, several publications demonstrated the mechanistic role that IGF1R plays in promoting resistance to PI3K/AKT/mTOR inhibitors. In three separate studies, IGF1R was shown to re-activate AKT/mTOR through interaction with either p110β^25^, the integrin alpha2/FAK complex^42^, or pyruvate dehydrogenase kinase (PDK1)^43,44^, in various cancers. In our OC cell line models, p110β seems to play no role in resistance to GDC0032, since AZD6482, a p110β inhibitor, did not re-sensitize the acquired resistant cells to GDC0032 (Supplementary Fig. 2E). Next, regulation by interacting with the integrin alpha2/FAK complex seems highly unlikely, since there was no change in the PTK2 (*FAK1* gene) RNA expression (observed in IGROV1 cells, Supplementary Table 1). 

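*PTK2*, which encodes the focal adhesion kinase FAK, was not called in the comparison of IGROV1 Res with IGROV1 Sen, at 138 ± 5.88 TMM-normalized CPM in IGROV1 Sen and 147 ± 2.73 in IGROV1 Res (SD, n = 3 libraries each). *ITGA2*, which encodes integrin alpha2, a subunit of a collagen receptor, was upregulated from 1.16 ± 0.453 to 18.8 ± 2.16 CPM (SD, n = 3 each). *ITGA1*, which encodes the alpha subunit of another collagen receptor, rose from 3.84 to 118 CPM. *ITGAV* and *ITGB1*, which encode the integrin subunits alphaV and beta1, were downregulated.

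*PTK2* (ENSG00000169398) lies on chromosome 8 of GRCh38 from 140657900 to 141002216. Its counts were 1817 to 2000 in IGROV1 Sen and 2052 to 2091 in IGROV1 Res. Its log2 fold change was 0.09 (standard error 0.07, 95% interval -0.12 to 0.29, adjusted p = 0.389 from edgeR's quasi-likelihood test), while the median log2 fold change of the tested genes on chromosome 8 was 0.39. *ITGA2* (ENSG00000164171) lies on chromosome 5 from 52989326 to 53094779, with 12, 13 and 24 counts in IGROV1 Sen and 230, 301 and 262 in IGROV1 Res. Its log2 fold change was 4.00 (standard error 0.24, adjusted p = 3.74e-06 from edgeR's quasi-likelihood test).

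Of 15 tested integrin genes, 5 rose and 6 fell (5 and 6 adjusted over the list alone). Their median log2 fold change was -0.47 and their mean 0.33, and camera placed them up with an adjusted p of 0.227. Besides *ITGA2*, *ITGA1* (log2 fold change 4.91), *ITGA3* (1.51), *ITGB8* (0.85) and *ITGB3* (0.83) rose. *ITGAV* (-1.06), *ITGA6* (-0.76) and *ITGB1* (-0.47) were among those that fell, and *ITGA6*, *ITGB1*, *ITGB3* and *ITGB8* were chosen after their values were seen. *ITGB4* (-1.79) fell as well, with an adjusted p from edgeR's quasi-likelihood test of 0.0542 to 0.0636 without IGROV1 Sen replicate 2 or 3 or IGROV1 Res replicate 1 or 3, and a log2 fold change of -2.52 without IGROV1 Res replicate 2.

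Of 35 genes of focal adhesion adaptors, 13 rose and 8 fell (16 and 9 adjusted over the list alone; median log2 fold change 0.15, mean -0.03, camera up with an adjusted p of 0.339). *CAV1*, which encodes caveolin, rose with a log2 fold change of 1.67, *LIMS2*, which encodes the adaptor PINCH2, with one of 1.99 and *FLNA*, which encodes the actin crosslinker filamin A, with one of 0.84. *FYN*, which encodes a Src family kinase, fell with one of -2.23. *CAV2*, a caveolin paralog, had 50 counts in IGROV1 Sen and 0 in IGROV1 Res, and was at least 16.7-fold lower in IGROV1 Res (against a floor of 3 counts over the group).

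**Figure D4:**
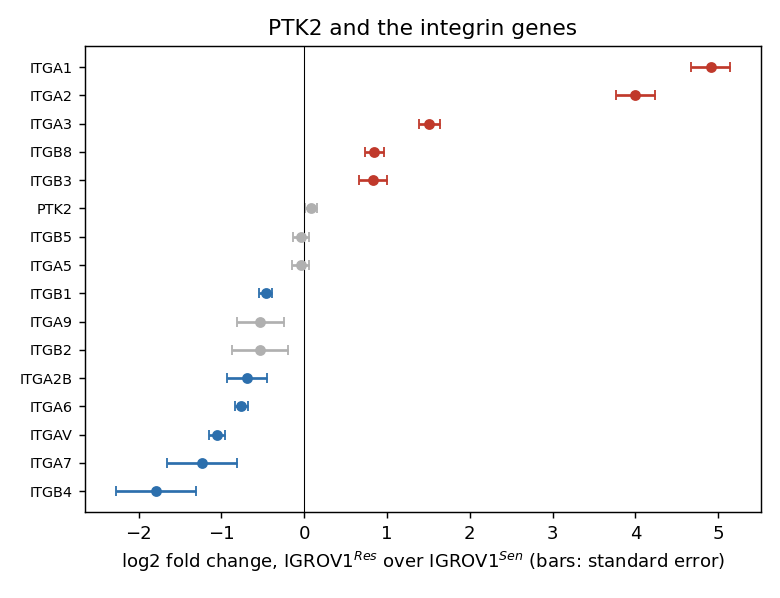
Log2 fold change of IGROV1 Res over IGROV1 Sen (horizontal axis) for *PTK2* and the 15 tested integrin genes, with the standard error as a bar. Upregulated genes are red, downregulated genes blue and genes that were not called gray, and *PTK2* lies at 0.09 between *ITGA1* at 4.91 and *ITGB4* at -1.79.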

Lastly, preliminary results in our lab showed that blocking PDK1 together with GDC0032 reduced the proliferation of IGROV1^Res^ cells. Therefore, we suspect that IGF1R interacts with PDK1; however, further experimentation is required.

Autophagy is a well-known resistance mechanism used in anti-cancer therapies^45^. Tumor cells that undergo this process degrade unneeded components and recycle amino acids to synthesize essential proteins required for survival. mTORC1 plays a key role in regulating autophagy, since its inhibition dephosphorylates Atg13, ULK1, and ULK2, which take part in initiating autophagy^46,47^. In one of our sensitive tumor cell models (OAW42), treatment with GDC0032-induced autophagy, whereas in the OAW42-resistant cells, it did not. This phenomenon can be explained by our finding that upregulated IGF1R re-activates the AKT/mTOR pathway. Furthermore, we suspect that IGROV1 cells did not develop GDC0032-induced autophagy due to the interplay between P53 and autophagy^47^. For example, colon cancer cells with wild-type, but not mutated P53, were re-sensitized to chemotherapy by inhibition of autophagy^47,48^, emphasizing the importance of P53 in determining autophagy. OAW42 cells have a wild-type P53 and thus induce autophagy in response to GDC0032 treatment, whereas IGROV1 cells with mutated P53, do not^21^.

In summary, we provide here the first evidence that IGF1R and autophagy play a role in resistance to isoform specific inhibitors of the PI3K in OC. Since GDC0032, BYL719, and AEW541 are under clinical evaluation, our results warrant the clinical testing of the dual inhibition of IGF1R and PI3K for treating *PIK3CA*-mutated and amplified OC patients.

## Materials and Methods

### Cell Lines

OAW42 and IGROV1 cells were obtained and grown as previously described^9^. Both tumor cell lines were maintained at 37 °C in a humidified atmosphere at 5% CO_2_, in DMEM or RPMI-1640 medium, respectively, supplemented with 1% l-glutamine 200 mM, 100 units of penicillin, streptomycin 10% fetal bovine serum, and 200 nM antimicrobial cocktail (De-Plasma^TM^, TOKU-E) to avoid mycoplasma infection. Testing for mycoplasma was done every 6 months using Hy-Mycoplasma PCR kit (KI 5034I, Life Technologies).

### Induction of GDC0032-resistant cell lines

GDC0032- acquired resistant cell lines were derived from their original parental cell line by continuous exposure to GDC0032. Tumor cells were cultured initially with low concentration of GDC0032 (IC:20, 1–10 nM) for 2 months. The concentration of GDC0032 in the culture was increased gradually by 50–100 nM every 2 weeks. This development period was carried out for 6 to 8 months.

### Antibodies and reagents

The antibodies anti-pAKT Ser473 (#4060), anti-pAKT thr308 (#9275), anti-AKT (#4691), anti-pS6 S235/236 (#4858), anti-pS6 S240/244 (#5364), anti-S6, anti-pERK1/2 Thr202/Tyr204 (#9101), and anti-ERK1/2 (#4695) were from Cell Signaling Technology. Anti-LC3B was obtained from Sigma-Aldrich (L8918). KI67 was purchased from Vector laboratories (#VP K451). Anti-Actin was from MP Biomedicals (691001). Novartis Pharma AG (Basel, Switzerland) provided BYL719 and AEW541. LDE225, MK2206, AZD6482,AZD6738, GDC0032, PHA-665752, 17-AAG, LEE011, LY2835219, LBH589, ABT737 and Navitoclax were purchased from Selleckchem (Houston TX, USA). TUNEL- TREVIGEN, cat no-4815-30-K).

### Western blotting

Cells were washed with ice-cold PBS and scraped into ice-cold lysis buffer with phosphatase inhibitor cocktail (Stratech, B15001-BIT). Lysates were cleared by centrifugation at 14 000 rpm for 10 min at 4 °C, and supernatants were collected and assayed for protein quantification using the Bradford protein assay (Biorad, 5000006). Quantified samples were then analyzed by western blotting. Twenty micrograms of total lysate were resolved on NuPAGE 4–12% Bis-Tris gels and electrophoretically transferred to PVDF membranes (Biorad, 1704157). Membranes were blocked for 1 h in 5% BSA in Tris-buffered saline (TBS)-Tween and then hybridized using the primary antibodies in 5% BSA TBS-Tween. Mouse and rabbit horseradish peroxidase (HRP)-conjugated secondary antibodies (1:20 000, GE Healthcare) were diluted in 5% BSA in TBS-Tween. Protein-antibody complexes were detected by chemiluminescence with ECL λernova (Cyanagen) and images were captured with a c300 azure camera system. Protein bands were analyzed by comparing their size to SMOBIO-PM-2600 protein marker.

### Cell Viability and Synergy Assays

About 3500 cells were seeded in a 96-well plate. At 24 h after seeding, cells were treated with increasing concentrations of the indicated drug, left to right, and for the synergy assay with another drug, top to bottom. At 96 h post treatment, the medium was aspirated, and cells were fixed using Trichloroacetic acid (TCA) 0.6 M for 1 h at 4 °C. TCA was then washed, plates were dried on filter paper, and then incubated with 0.6% Crystal violet staining solution at room temperature on a bench rocker. After 10 min, plates were washed, air dried, and incubated with Acetic Acid (10%) for 10 min. The optical density of each well was measured at 570 nm using an Epoch Microplate Spectrophotometer.

For the synergy assay, the colorimetric results were analyzed using Chalice^TM^ Bioinformatics Software and the synergistic effects were calculated based on the statistic Loewe Excess model and the equation *S* = fcov ln fX ln fY ∑ max(0,Idata) max(0,Idata–ILoewe), which is a positive-gated, inhibition-weighted volume over Loewe additivity. Complete description of formula and calculation is available in http://chalice.horizondiscovery.com/chalice-portal/documentation/analyzer/analyticMethods.jsp.

### Xenograft Mouse Experiment

A total of 5 × 10^6^ IGROV-1 cells were suspended in 50 μl PBS and injected subcutaneously (S.C) into six NOD/SCID mice (female, 6–8 weeks old, ~20 g weight). When tumors reached a volume of 400 mm^3^, the tumors were dissected into 2 × 2 × 2 mm chunks and implanted S.C in 24 naive female NOD/SCID mice (6–8 weeks old). All 24 mice developed tumors and as tumor volume reached 150–200 mm^3^, mice were randomized into six groups of four mice (*n* = 8 tumors per group). Daily treatment of GDC0032 (10 mg/kg), BYL719 (25 mg/kg), AEW541 (30 mg/kg) or the combinations were given to mice by oral gavage.

Drugs were dissolved in 5% Carboxymethylcellulose (CMC). Vehicle-treated mice (control group) received 5% CMC. Tumors were measured 3 times a week by caliper and tumor volume was calculated using the formula: Volume = (Length × Width x Width) / 2. Mice were maintained and treated in accordance with the institutional guidelines of Ben-Gurion University of the Negev. Animal experiments were approved by the Institutional Animal Care and Use Committee (IL.80-12-2015). Mice were housed in air-filtered laminar flow cabinets with a 12 h light/dark cycle and food and water ad libitum. Tumor volumes are plotted as means ± SEM, and ANOVA test was applied.

### Immunohistochemistry

Immunohistochemistry (IHC) was performed using the ABC KIT (VECTASTAIN®ABC). After mice were euthanized, the dissected tumors were fixed in 4% formalin buffer overnight at room temperature, transferred to 70% ethanol, and embedded in paraffin, sectioned at 5 μm, loaded onto microscope slides, and deparaffinized at 60 °C for 1 h.

After the rehydration, antigen was retrieved. The slides were incubated in 10 mM citric acid buffer, pH 6.0 at 100 °C for 20 min, then cooled in buffer at room temperature for 20 min and rinsed with double distilled water for 3 min, 3 times. Next, endogenous peroxidases were inactivated by 0.3% hydrogen peroxide (H_2_O_2_) in Methanol buffer for 20 min; the buffer was washed 3 times with PBS for 3 min, and slides were blocked with 5% BSA in PBS-T for 1 h at room temperature. Primary antibodies were diluted in blocking solution and sections were incubated overnight at 4 °C with the antibodies. The next day, slides were washed with 1 × PBS with Tween three times, incubated with a specific biotinylated secondary antibody at room temperature for 1 h; the color developed by adding substrates. Last, slides were dehydrated and covered using mounting medium.

TUNEL assay was done according to manufacturer’s protocol (TREVIGEN, cat no-4815-30-K).

### Cell Cycle

For each condition, both cells and growth medium were collected into 15 ml tubes, centrifuged for 10 min at 4 °C, then a pellet was fixed using 70% ice-cold ethanol and stored for at least 24 h at −20 °C. After fixation, the pellet was washed twice with ice-cold 1X PBS, treated for 30 min at 37 °C with 100 μl of RNase solution (100 μg/ul), and stained in the dark for 20 min with 200ul Propidium iodide solution (100 μg/ml). Last, the cell phase was analyzed using BD FACSCANTO II.

### RNA sequencing

Cells were treated with 50 nM GDC0032 or DMSO for 24 h. RNA was extracted by using the PureLinkTM RNA mini kit (Invitrogen). After quality control of BioAnalyzer(RIN > 7), IGROV1 samples were sent to the g-INCPM institute at the Weizmann Institute of Science. Briefly, 500 ng of total RNA were fragmented, followed by reverse transcription and second strand cDNA synthesis. The DS-cDNA was subjected to end repair, a base addition, adapter ligation, and PCR amplification to create libraries. Libraries were evaluated by Qubit and TapeStation. Sequencing libraries were constructed with barcodes to allow multiplexing of 12 samples in one lane. A total of 17–20 million single-end 60-bp reads were sequenced per sample on an Illumina HiSeq 2500 V4 instrument.

### Imaging

Live cell imaging and time series recording were performed using the Juli^TM^ Stage Real-Time Cell History Recorder. Punctate structures were imaged using both the ImageStream and Zeiss Axio Observer 7. IHC slides were scanned using the Panoramic MIDI II scanner, 3DHISTECH.

### ShRNA screening

ShRNA screening was performed as described^49^. Briefly, IGROV1 cells were infected with pools of retroviral shRNA. 3 days post infection, cells were selected with puromycin for an additional 3 days (1 µg/ml) to remove the minority of uninfected cells. Thereafter, cells proliferated in culture for 3 days and then an initial population-doubling 0 (PD 0) sample was taken. The remaining population was divided into 9 groups: 3 groups kept as a control, 3 groups treated with GDC0032 (100 nM), and 3 groups treated with BYL719 (1 uM). Cells grew in the presence or absence of drugs for an additional 12 doublings before the final, PD 13 sample was taken. For the PD 0 and PD 13 samples, the shRNA HH barcode was PCR-recovered from genomic samples and samples were sequenced to calculate the abundance of the different shRNA probes. The change in the relative abundance of each shRNA in the library over time was measured using the normalized PD 13/PD 0 ratio of its reads. A log_2_(PD 13/PD 0) ratio of < 0 indicates that shRNA was depleted in the population over time, and a log_2_(PD 13/PD 0) ratio of ˃ 0 indicates that shRNA was enriched. To identify shRNAs that are synthetically lethal with GDC0032 or BYL719, the mean log_2_(PD 13/PD 0) ratios of the treated cell triplicates were compared to the control triplicates to derive the log_2_ ratio difference. A *p*-value of the difference between the two triplicates was calculated using the Student *t* test. Targets were filtered by the presence of at least two different shRNAs for the same gene and when *P* < 0.05.

### Statistical analysis

To analyze any differential expression in the IGROV1 cell lines, a generalized linear model likelihood ratio test was used. Specifically, a negative binomial generalized linear model was fitted, with shRNA-wise or gene-wise dispersions estimated using the Cox-Reid profile-adjusted likelihood method. Then, a likelihood ratio test was employed to check the differential expression^50^. The dispersion estimation, model fitting, and testing were implemented using the functions estimateDisp(), glmFit () and glmLRT(), respectively, in the edgeR package^51^

To interpret the testing results in a biological context, gene ontology (GO) enrichment analysis and KEGG pathway enrichment analysis were employed as downstream procedures, using the online available tool Enrichr^52^.

For pathological analysis, IHC images were analyzed by Histoquant software (3D Histech).

The remaining experiments were repeated at least three times and representative data/images are shown. Statistical analysis was performed using GraphPad Prism software, presented as mean ± SEM. For comparisons between two groups, P values were calculated. *P* values of 0.05 (*), 0.01 (**),0.001 (***) and 0.0001(****) were considered statistically significant.

## Electronic supplementary material

Supplementary Figures and legends

Supplementary Table 1

# Supplementary material for: IGF1R upregulation confers resistance to isoform-specific inhibitors of PI3K in PIK3CA-driven ovarian cancer
**Source:** Cell Death Dis. 2018 Sep 20;9(10):944. doi: 10.1038/s41419-018-1025-8
**Supplement:** Supplementary file 1 — Supplementary Figures and legends

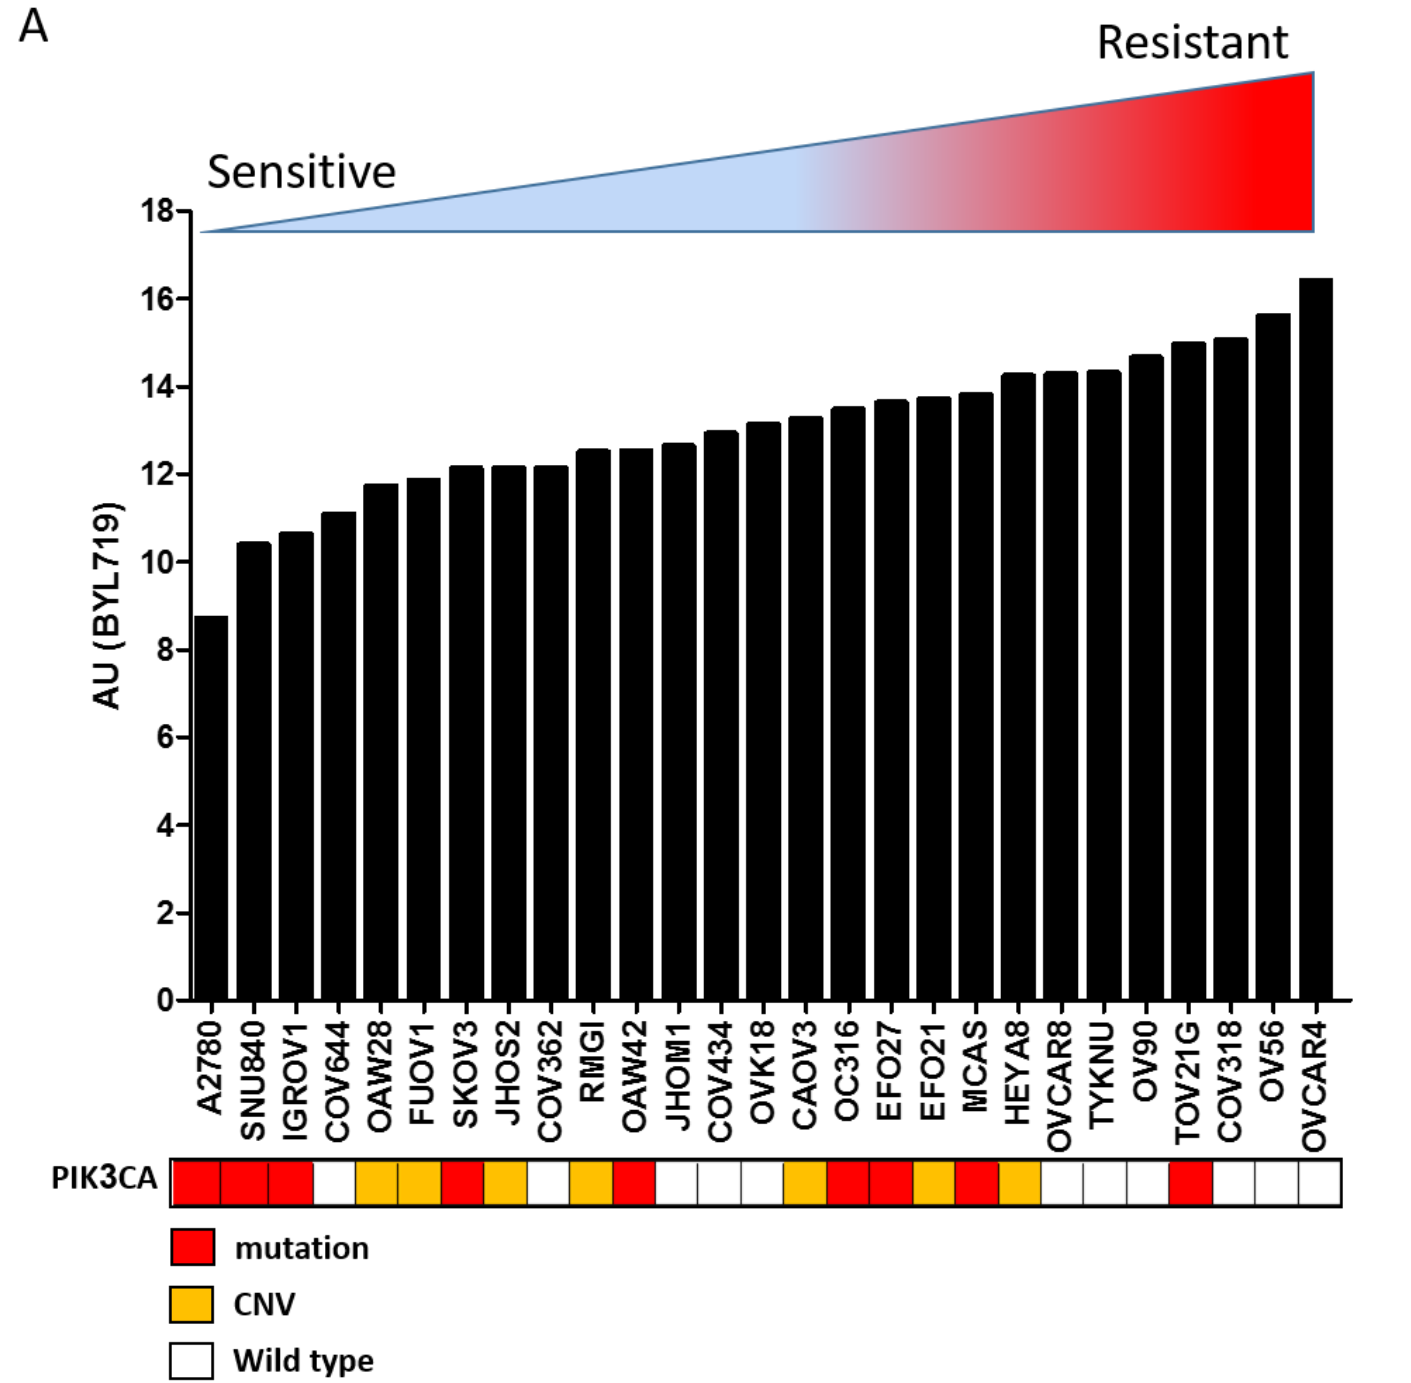

B

Inhibitor name	specificity	IC:50(M) for IGROV1 Sensitive	IC:50(M) for IGROV1 Resistant	IC:50(M) for OAW42 Sensitive	IC:50(M) for OAW42 Resistant
BKM120	p110α/β/δ/γ	7.95E-07	2.22E-06	4.14E-06	3.06E-06
PIK90	p110α/γ/δ	3.58E-07	4.21E-06	1.72E-06	5.06E-06
A66	p110α	1.28E-06	8.3E-06	3.06E-06	1.51E-05
XL147	p110α/δ/γ	4.85E-06	2.18E-05	2.66E-05	5.01E-05
BYL719	p110α	4.64E-07	2.74E-06	1.21E-06	4.69E-06
GDC0941	p110α/δ	4.94E-07	3.66E-06	4.26E-07	1.4E-06
GDC0032	p110α/δ/γ	1.59E-07	3.56E-06	2.34E-07	2.11E-06
AZD6482	p110β	6.65E-06	1.7E-05	1.57E-05	1.25E-05

Sup Figure 1

Characterizing the phenotype of the GDC0032-aquired-resistant cell lines

- A. The sensitivity of various ovarian cancer cell lines to BYL719 (arbitrary units) in relation with their PIK3CA state (mutated –red , CNV – orange and wild type – white).
- B. Table summarizing the IC:50 (M) of different p110 inhibitors for IGROV1 and OAW42, sensitive (black) and resistant (red) cells.

A

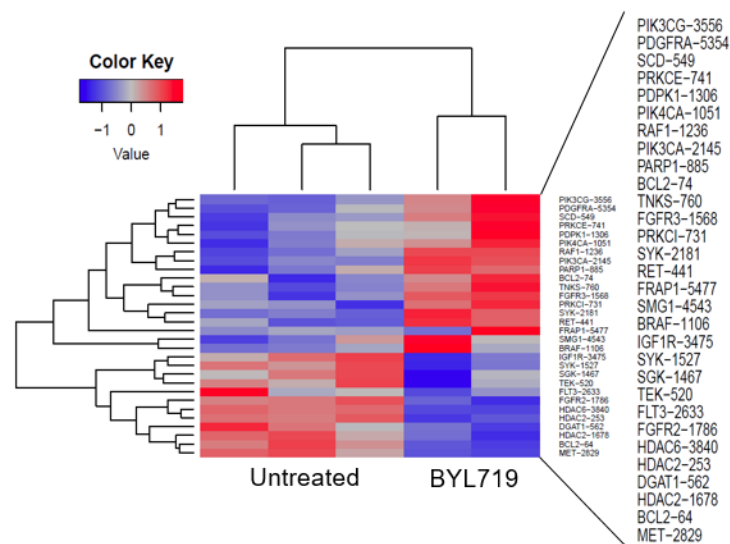

B

Drug Name	Protein
MK2206	AKTi
PHA665752	METi
LDE225	SMOi
17-AAG	HSP90
LEE011	CDK4/6i
LY2835219	CDK4/6i
LBH589	HDACi
AZD6738	ATRi
AEW541	IGF1Ri
AZD6482	P110bi
ABT737	BCL2i
Navitoclax	BCL2i

C

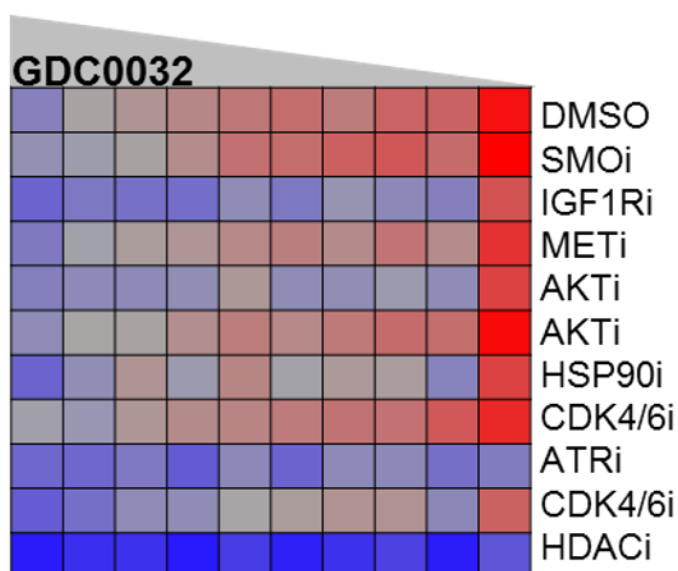

D

Cell line	Synergy score<br>GDC0032+<br>AEW541	Synergy score<br>BYL719 +<br>AEW541	Synergy score<br>GDC0032+<br>PHA
IGROV1<br>Sensitive	1.26	6.42	0.46
IGROV1<br>Resistant	1.68	2.43	0.31
OAW42<br>Sensitive	1.55	1.19	0.21
OAW42<br>Resistant	1.71	1.82	0.71

E

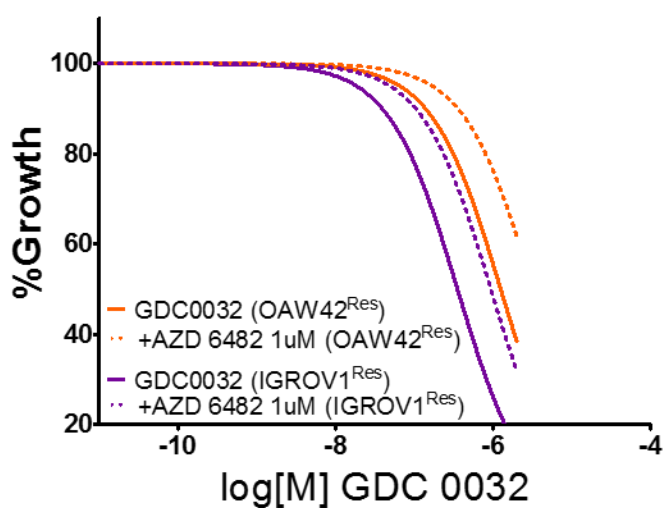

Drug combinations

- A. Heatmap across all samples visualizing the top 30 differentially expressed shRNAs for the comparison between the cells treated with BYL719 and the control cells.
- B. Table containing the list of inhibitors used and their targets.
- C. A drug matrix showing the sensitivity of OAW42^{Res} cells to multiple inhibitors, combined with increasing concentrations of GDC0032.
- D. Synergy score of the GDC0032/AEW541, BYL719/AEW541 and GDC0032/PHA665752 combinations, calculated as described in material and methods.
- E. GDC0032 IC:50 values of IGROV1^{Res} and OAW42^{Res} , with and without the addition of AZD6482.

A

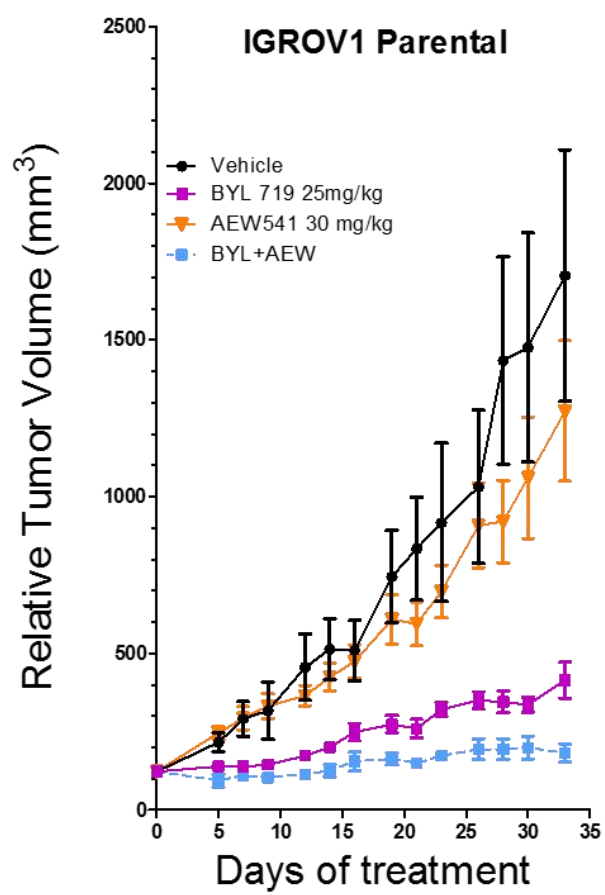

B

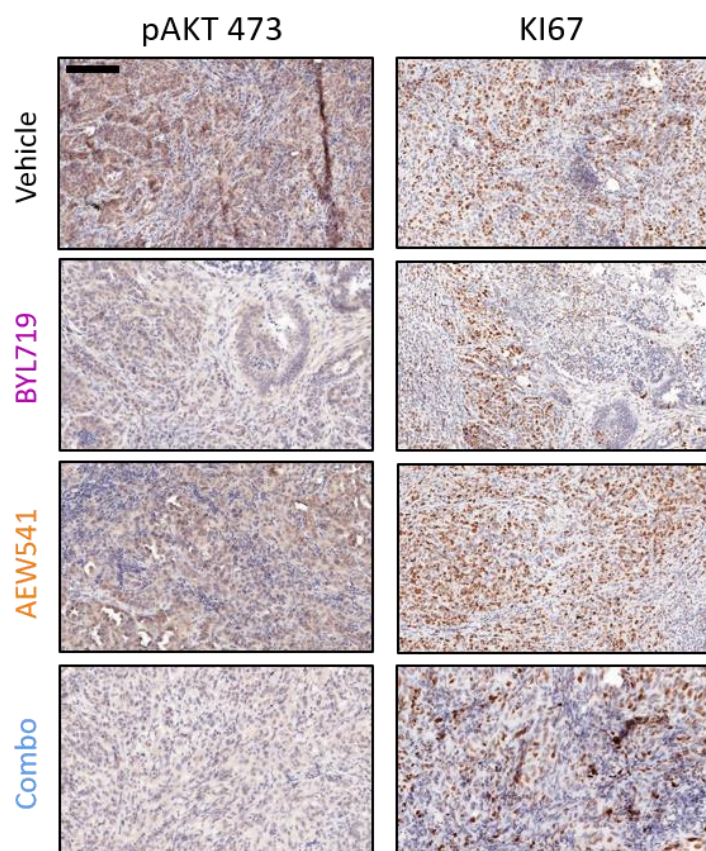

C

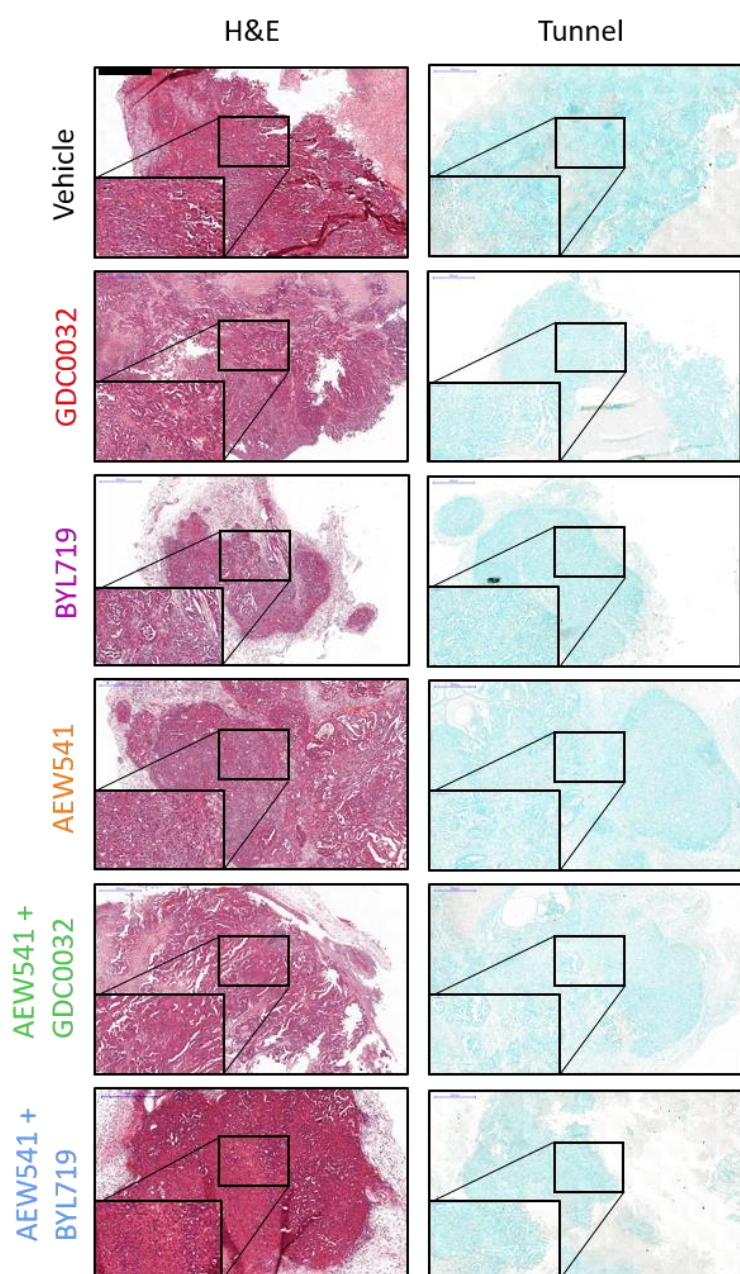

The combination of BYL719 and AEW541 enhances tumor growth arrest

- A. Four arms of tumor bearing mice were treated daily as indicated. Tumor dimensions were measured every two days using a caliper and the relative tumor volume was calculated using the formula: $V = (L \times W \times W)/2$, where V is tumor volume, W is tumor width and L is tumor length.
- B. KI67 and pAKT473 IHC staining of tumors from the four arms as indicated (Scale bar- 100um).
- C. H&E and TUNEL staining of all tumors from the six arms as indicated (Scale bar- 100um).

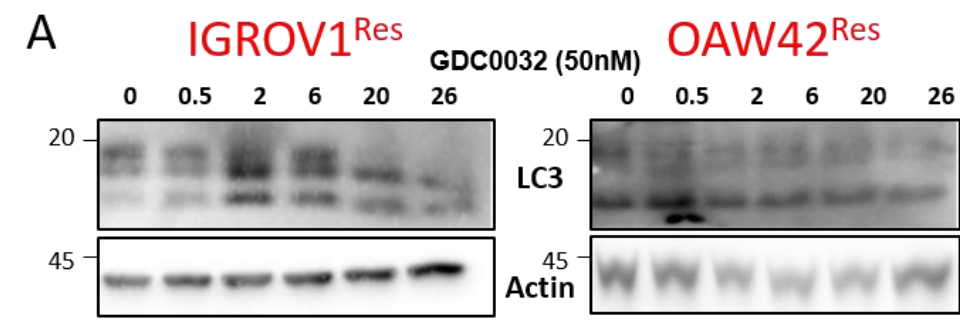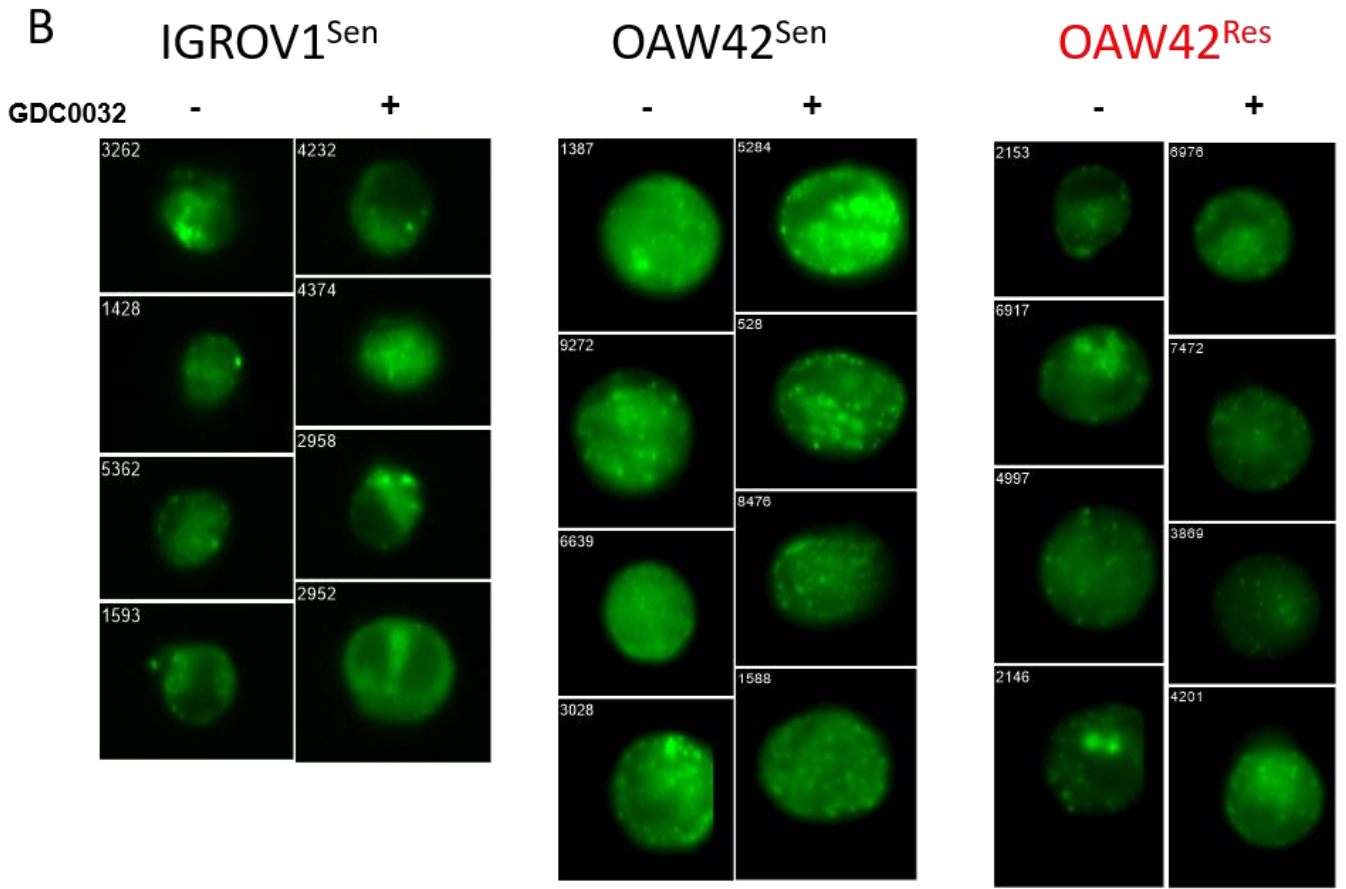

Sup Figure 4

IGF1R determines autophagy in OAW42 cells

- A. The changes in LC3B levels in both OAW42^{Res} and IGROV1^{Res} were analyzed by whole cell lysate western blot analysis in a time series (hours) of GDC0032 50nM treatment.
- B. punctate structures were stained using the Cyto-id kit and average punctate structure per nucleus calculated using the ImageStream count feature. The pictures indicate the positive populations chosen for the count feature.

How the deposited data were processed for this re-analysis (not part of the article)

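RNA of IGROV1 Sen and IGROV1 Res cells was compared with 3 libraries per group. The labels name the cell line and its sensitivity to GDC0032, and carry the letters UT, which they do not spell out and which were read as cells without GDC0032. All 6 columns of per-sample values were matched to their samples by their labels. OAW42 cells, the shRNA screen and the protein and growth experiments were not analysed here.

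The authors made the counts per Ensembl gene from single-end 60-bp reads and deposited them as raw read counts after a quality filter whose rule is not stated, with 14646 genes, 1 of them at 0 in all 6 libraries. The submitters' processing notes name edgeR and the genome build hg18, and neither the aligner nor the counting tool is stated. The authors' second table, as deposited, holds log2 fold changes of resistant over sensitive cells and average log2 CPM from edgeR's glmFit, with dispersions from estimateDisp. Its score, the likelihood ratio, and its p-values, unadjusted and adjusted (FDR), were computed by the authors with edgeR's glmLRT. The authors' table was used for gene symbols and for the comparisons in the closing section. The copy of Supplementary Table 1 that was used holds only the first part of that table, and its log2 fold changes match those of the authors' table.

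Symbols came from the authors' table (13200 genes) and then from GENCODE release 29 (13925 genes with a symbol after both), and coordinates from GENCODE release 29 on GRCh38. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 13791 genes, and libraries were scaled by TMM. Groups were compared with glmQLFit and glmQLFTest with the condition as the only term, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change over the square root of F, and 95% intervals use the t distribution with the residual degrees of freedom of the libraries. CPM were computed with TMM-scaled library sizes and are given as mean and SD of 3 libraries. The totals of 12808922 to 15241394 counts per library put the level that 3 counts stand for at 0.197 to 0.234 CPM. Where a group had 1 to 3 counts in total, the ratio of the summed counts is given with its 95% counting interval, and where it had 0, a lower bound against 3 counts over the group.

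Lists of genes were written from general knowledge before the counts were examined. By then 1999 rows of Supplementary Table 1, with the authors' log2 fold changes for the same comparison, had been seen, so the lists are not independent of these results. The lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 38 lists with at least 5 tested genes. The 7 lists that stand for pathways of Fig. 2A were also tested for an excess of upregulated genes with a one-sided Fisher's exact test against all tested genes. The pathway of HTLV-I infection and the longevity pathway of multiple species were not rebuilt. The genes named are those the paper names, the 10 with the largest increases and the 10 with the largest decreases among called genes without overlap between groups and with at least 10 CPM in the higher group, and in each list up to 4 called genes with the smallest adjusted p, up to 2 of the opposite direction, and the genes at the ends of the list. A gene outside this rule is said to have been chosen after its values were seen. The results of some genes under the rule are not reported here.

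The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, RLE and upper-quartile factors or no composition factor, no filter or at least 10 counts in every library, a replicate block, leaving out each library, an absolute log2 fold change of at least 1, an adjusted p under 0.01, and for camera an estimated correlation. Settings added after seeing the data left out the 2 libraries that stood apart, mitochondrially encoded genes or chromosome 8, used the mitochondrial share as a covariate, or summed IGROV1 Sen replicates 2 and 3. The replicate numbers were not taken as pairs. Medians of chromosomes were compared with those of the other autosomes, with camera over 22 chromosomes. The steps were tested on simulated data with known changes before use.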

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

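The test of windows along chromosome 8 was chosen after its result was seen, and the other tests of this part before. The genes and chromosomes here lie outside those the paper discusses, and each differed between IGROV1 Res and IGROV1 Sen. *CSH1* and *CSH2*, which encode placental lactogens and share reads with each other, had log2 fold changes of 4.69 and 5.49 in IGROV1 Res over IGROV1 Sen. *AXL*, a receptor tyrosine kinase gene with 2, 1 and 1 counts in IGROV1 Sen, had one of 5.05. *ITGA1*, which encodes the integrin subunit alpha1, had one of 4.91. *IRS1*, which encodes an adaptor of IGF1R and of the insulin receptor, had one of -0.98. *PAX2*, a transcription factor gene, had one of -7.57 (-9.06 without IGROV1 Res replicate 1). *NTRK2*, a receptor tyrosine kinase gene with 260 counts in IGROV1 Sen and 2 in IGROV1 Res, had a fitted log2 fold change of -6.76, which depends on the prior count. The median log2 fold change of the 771 tested genes on chromosome 3 was -0.28 relative to the other autosomes, with 38 higher and 290 lower in IGROV1 Res (camera, adjusted p = 3.48e-05 over 22 chromosomes, and adjusted p = 0.0622 with an estimated correlation). Chromosomes 8 and 3 were not alone: 10 of the 22 chromosomes passed camera's threshold with the preset correlation, among them 4 (-0.22), 13 (-0.24), 14 (-0.21) and 20 (0.23), and with an estimated correlation 2 did, chromosomes 8 and 14 (adjusted p = 0.0289 each).

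Genes on chromosome 8 were shifted upwards in IGROV1 Res: of 457 tested genes 228 rose and 30 fell, and their median log2 fold change was 0.40 above that of the other autosomes (camera, adjusted p = 9.57e-10 over 22 chromosomes, and adjusted p = 0.0289 with an estimated correlation). The shift was 0.396 after trends with GC content, transcript length and expression level were removed and 0.421 in the 4 libraries that did not stand apart, which argues against each of these as the whole cause, and 100% of the 8 windows of 40 genes with an average log2 CPM of at least 3 (the other tested genes of the chromosome were in no window) had a median more than 0.1 above the other autosomes (medians 0.31 to 0.54), which argues against a few regions. It was 0.415 for genes of lower and 0.40 for genes of higher expression, as a difference in copy number requires, so more copies of chromosome 8 in IGROV1 Res are a candidate explanation, found and tested on the same data. Smaller shifts of other chromosomes, up and down, were not tested in this way, and whether a difference in copies arose during exposure to GDC0032 or between cultures of the line stays open, since DNA was not analysed here. The 10 splits of the libraries into 3 and 3 are too few for a share under 0.05, with 0.40 for the real split and 0.154 for the highest other.

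IGROV1 Sen replicate 1 and IGROV1 Res replicate 3 departed from the other libraries of their groups in the same way (correlation of their deviations 0.545 over 13791 genes). An exchange of the labels of these 2 libraries is argued against, since 93.4% of 610 genes with strong changes in the other 4 libraries placed both with their own group. A smaller share of mitochondrially encoded genes alone would move all other genes alike and leave no correlation among those, where it was 0.547. The deviation fell with transcript length (Spearman rho -0.219), between the bounds set for and against that explanation, so a bias with transcript length cannot be told apart from other differences between libraries. The labels name nothing that these 2 libraries share, and no biological explanation was tested.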

How the results depend on the processing

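Chosen after seeing the data were the settings that left out the 2 libraries that stood apart, the mitochondrially encoded genes or the genes of chromosome 8, took the mitochondrial share as a covariate or summed IGROV1 Sen replicates 2 and 3, and, for the exact test of the pathway lists, all but the limit on the log2 fold change, the likelihood ratio test and the 500 genes with the smallest p. The number of upregulated genes, 2394, was 1530 with a replicate block, 620 at an absolute log2 fold change of at least 1 and 1373 at an adjusted p under 0.01, and that of downregulated genes, 2530, was 811 and 1584 under the last 2. Leaving out 1 library gave 1538 (without IGROV1 Sen replicate 3) to 3023 (without IGROV1 Sen replicate 1) upregulated genes. The other settings kept both numbers within 1.5 times. Among these, summing IGROV1 Sen replicates 2 and 3 gave 1605 upregulated and 1892 downregulated genes, and the mitochondrial share as a covariate gave 3526 and 3592. Of the 38 lists tested by camera, 13 passed the threshold, 8 with at least 10 counts in every library and 0 with an estimated correlation (5 at an unadjusted p under 0.05). With at least 10 counts in every library the placental hormone and neural lists were no longer tested, since too few of their genes were left. Of the 7 pathway lists, 2 passed the exact test, 0 among genes with a log2 fold change of at least 1 (0 also at an unadjusted p under 0.05), and 1 each (p53 signaling) with the 500 genes, a replicate block and IGROV1 Sen replicates 2 and 3 summed. Leaving out 1 library gave 1 (without IGROV1 Sen replicate 2 or 3 or IGROV1 Res replicate 3) to 4 (without IGROV1 Res replicate 2). Stricter limits on p and on the log2 fold change, and the limit to 500 genes, give fewer called genes by construction, and for the other settings the cause was not tested. Without IGROV1 Sen replicate 1, alone or with IGROV1 Res replicate 3 also left out, IGROV1 Sen held only replicates 2 and 3. These were the closest pair (chi-square per degree of freedom 1.49), so calls gained in those settings rest on a narrow spread in IGROV1 Sen.

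For 205 named genes under up to 19 alternatives, 3743 of 3840 log2 fold changes kept their direction and side of the threshold, 84 lost and 7 gained a call, and 6 changed sign, in genes that were not called. *IGF1R* was called and *PTK2* not called in all of these. The log2 fold change of *PIK3CB* was 0.017 without the 2 libraries that stood apart and -0.14 to 0.035 with 1 library left out. With 1 library left out it was -0.028 to 0.28 for *RPS6*, -0.084 to 0.036 for *CDK4* and -0.081 to 0.021 for *HDAC11*. The cause of these changes of sign was not tested.

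The 10 splits of the libraries into 3 and 3 are too few for a share under 0.05. The real split gave 2394 upregulated and 2530 downregulated genes and 2 pathway lists, and 1 of the 10 splits, the real one, gave as many (highest other 0, 0 and 0). By camera 2 of the 10 splits gave 13 lists, the real one and that of IGROV1 Sen replicate 1, IGROV1 Res replicate 1 and IGROV1 Res replicate 2 against the rest, which is the real split with the 2 libraries that stood apart exchanged. Every split other than the real one called lists, from 2 to 13, while calling 0 genes. Camera with the preset correlation thus passed lists under any grouping of these libraries, and its adjusted p alone does not set the real one apart. Counts of the same depth were simulated with 200 changed genes, and 13614 genes were tested. There, edgeR's quasi-likelihood test recovered 33 of 67 genes changed 1.5-fold, 55 of 67 changed 2-fold and 66 of 66 changed 4-fold, so smaller changes were often missed. Of its 165 calls, 11 (6.67%) were of unchanged genes. Far more genes were called in the real comparison, and the adjusted p depends on that number, so these shares cannot be carried over to it.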

Differences from the paper's values

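The settings named below that left out a library for the exact test were chosen after seeing the values. For *IGF1R* the paper gives a ratio of IGROV1 Res to IGROV1 Sen of about 1.8 in Fig. 2H, read by eye, from quantitative PCR of cells without GDC0032, on an axis that sets IGROV1 Sen near 1 and so gives ratios. The RNA sequencing counts gave a ratio of the group means of 3.64, with ± 0.57 propagated from the SDs of both groups (n = 3 libraries each). None of the 14 alternatives set before the data were examined brought the value within 1.5 times of the paper's. The log2 fold change of *IGF1R* that the authors list from the same libraries matches the 1.85 found here. That log2 value is numerically close to the paper's ratio, and the 2 are on different scales by the figure's axis.

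The paper places insulin signaling and p53 signaling, and in its figure ribosomes, apoptosis, longevity and basal transcription, among the pathways upregulated in both resistant lines. Its pathways came from Enrichr with its own upregulated mRNAs, whereas the exact test here took the 2394 genes upregulated here against all tested genes. Its text gives no threshold and its figure pools IGROV1 and OAW42, while the lists here were rebuilt from general knowledge and tested in IGROV1 only. Of these 7 lists, p53 signaling and ribosome biogenesis passed the one-sided exact test for upregulated genes, and insulin signaling, cytosolic ribosomal proteins, apoptosis, longevity and basal transcription factors did not (adjusted p = 0.331, 0.99, 0.445, 0.306 and 0.445). Over 21 other settings the adjusted p of this exact test ranged from 0.048 to 1 for insulin signaling and for longevity, from 0.0379 to 1 for apoptosis, from 0.163 to 1 for basal transcription factors and from 0.607 to 1 for ribosomal proteins. Insulin signaling and longevity passed without IGROV1 Res replicate 2 (0.048 each), where p53 signaling and ribosome biogenesis passed too, and apoptosis passed without IGROV1 Sen replicate 1 (0.0379). In insulin signaling *PPP1R3B*, which encodes a glycogen-targeting phosphatase subunit and lies on chromosome 8, rose with a log2 fold change of 1.32 and *PPARGC1A*, a coactivator gene of energy metabolism, fell with one of -2.42.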

Other observations

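The tests of the average levels in the authors' table, at the end of this part, were chosen after their result was seen, as were the settings that left out the 2 libraries that stood apart or chromosome 8, took the mitochondrial share as a covariate or summed IGROV1 Sen replicates 2 and 3. Most placental hormone genes tested rose and most neural genes tested fell in IGROV1 Res. The lists were written after part of the authors' log2 fold changes for this comparison had been seen, so their p-values are not independent evidence. Of 11 placental hormone genes, 8 rose and 1 fell (8 and 1 adjusted over the list alone; camera, adjusted p = 1.91e-08, and adjusted p = 0.0967 with an estimated correlation). *GH2*, a placental growth hormone gene, rose with a log2 fold change of 5.05, in a cluster whose genes share reads, while *GATA3*, a transcription factor gene of trophoblast, fell with -1.38. Of 8 neural genes, 0 rose and 6 fell (0 and 7 adjusted over the list alone; camera, adjusted p = 8.91e-16, and adjusted p = 0.0967 with an estimated correlation). *UNC5C*, a netrin receptor gene (-5.15), *SCN2A*, a sodium channel gene (-5.47), and *NCAM1*, an adhesion molecule gene (-2.97), fell, and *NPAS3* had 278 counts in IGROV1 Sen and 1 in IGROV1 Res, a ratio of 279 (95% counting interval 49.6 to 11050). Of 6 fibroblast genes, 4 rose and 1 fell (4 and 1 adjusted over the list alone; camera, adjusted p = 1.83e-07, and adjusted p = 0.194 with an estimated correlation), with *PDGFRB* at 1.68, *MFAP5* at 1.13 and *LUM* at 69 counts in IGROV1 Res and 1 in IGROV1 Sen, a ratio of 68.8 (95% counting interval 12.0 to 2757). Of 9 ovarian and Müllerian lineage genes, 2 rose and 4 fell (the same numbers over the list alone; camera, adjusted p = 0.0217, adjusted p = 0.344 with an estimated correlation, 0.0688 without IGROV1 Res replicate 2 and 0.0629 without IGROV1 Res replicate 3), with *LHX1* at -3.08 and *MECOM* at -0.64. Of 4 keratinocyte genes 3 rose and 1 fell, of 4 endothelial genes 1 rose and 1 fell and of 2 leukocyte genes 1 rose and 1 fell, with the same numbers over each list alone and too few genes for camera: *A2ML1* at 4.10, *KRT17* at 1.99, *CDH5* at 0.54 and *CORO1A* at -1.62.

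Of 29 epithelial junction and keratin genes, 15 rose and 5 fell (15 and 6 adjusted over the list alone; camera, adjusted p = 0.00264, and adjusted p = 0.344 with an estimated correlation). *KRT8* (2.75), *KRT18* (1.85) and the desmosome gene *PKP2* (1.22) rose, and the claudin gene *CLDN1* (-1.11) fell. Of 24 mesenchymal genes, 10 rose and 9 fell (10 and 10 adjusted over the list alone), with *FBN1*, the fibrillin gene, at 3.27 and *VIM*, the vimentin gene, at -2.53. Their median log2 fold change was -0.04 and their mean 0.85, and camera placed them up with an adjusted p of 0.0957, which was 0.00827 without IGROV1 Res replicate 1 and 0.0319 without IGROV1 Res replicate 3. Of 25 TGFβ response genes, 12 rose and 5 fell (12 and 6 adjusted over the list alone; camera, adjusted p = 9.99e-05, adjusted p = 0.328 with an estimated correlation and 0.115 with at least 10 counts in every library). *TAGLN*, the transgelin gene (3.16), and *ID3*, which encodes an inhibitor of DNA binding (1.56), rose, and *SKI*, which encodes a repressor of TGFβ signaling (-0.77), fell. Of 21 YAP target genes, 10 rose and 5 fell (11 and 5 adjusted over the list alone; camera, adjusted p = 0.0323, and adjusted p = 0.51 with an estimated correlation), with *ANKRD1* at 4.67 (5.82 without IGROV1 Sen replicate 1) and *DLC1*, on chromosome 8, at 1.99. The camera adjusted p of the YAP list was 0.0511 without IGROV1 Sen replicate 3, 0.111 with at least 10 counts in every library and 0.175 without chromosome 8.

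Among lists of metabolism and stress, more genes of oxidative phosphorylation rose than fell, and more genes of fatty acid synthesis fell than rose. Of 75 nuclear genes of oxidative phosphorylation, 30 rose and 0 fell (32 and 1 adjusted over the list alone; camera, adjusted p = 0.000438, and adjusted p = 0.805 with an estimated correlation). *COX6C* (1.03), *NDUFB9* (1.00) and *CYC1* (0.98), which encode subunits of complexes IV, I and III, lie on chromosome 8, and *NDUFA8*, on another chromosome, was at 0.68. Of the whole list 4 genes lie on chromosome 8, and among the others 26 rose and 0 fell (camera without chromosome 8, adjusted p = 0.0015). The genes of this list were 0.28 higher on the log2 scale in IGROV1 Sen replicate 1 and 0.227 higher in IGROV1 Res replicate 3 than in the other libraries of their groups. Of 13 mitochondrially encoded genes, 0 rose and 0 fell by edgeR's quasi-likelihood test (0 and 0 adjusted over the list alone; camera, adjusted p = 0.827), and these were lower by 0.86 and 0.84 in the same 2 libraries. Of 22 genes of fatty acid synthesis, 2 rose and 11 fell (the same numbers over the list alone; camera, adjusted p = 0.0115, and adjusted p = 0.437 with an estimated correlation), with *SCD*, a desaturase gene, at -1.39, *FADS2* at -0.95, *FASN*, the fatty acid synthase gene, at -0.80 and *ACSL1* at 0.58. Of 32 genes of the response to unfolded protein and to amino acid stress, 14 rose and 4 fell (15 and 4 adjusted over the list alone; camera, adjusted p = 0.00121, and adjusted p = 0.566 with an estimated correlation). The transcription factor gene *ATF3* (2.04), *CHAC1*, which encodes an enzyme that degrades glutathione (1.79), *ASNS*, the asparagine synthetase gene (1.27), and *TRIB3* (1.11) rose, and the chaperone genes *PDIA6* (-0.48) and *HSP90B1* (-0.41) fell.

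The remaining metabolic and stress lists did not pass camera's threshold, apart from the NRF2 list under some settings (adjusted p = 0.0259 with a replicate block and 0.0033 without the 2 libraries that stood apart). Of 26 cholesterol synthesis genes, 1 rose and 6 fell (the same numbers over the list alone; adjusted p = 0.442), with *PMVK*, a mevalonate pathway kinase gene, at -0.70 and *ACAT2* at 0.78. Of 25 glycolysis genes, 2 rose and 2 fell (the same over the list alone; adjusted p = 0.442), with the glucose transporter gene *SLC2A1* at 0.69 and *PFKFB3* at -0.53, in a list 0.243 and 0.174 higher in IGROV1 Sen replicate 1 and IGROV1 Res replicate 3. Of 27 NRF2 and glutathione genes, 10 rose and 3 fell (the same over the list alone; adjusted p = 0.0927, and 0.00553 without IGROV1 Sen replicate 1), with the cystine transporter gene *SLC7A11* at 1.25 and *GSTO2* at -4.07. Of 45 autophagy genes, 16 rose and 4 fell (the same over the list alone; adjusted p = 0.101), with *MAP1LC3C* at 3.49, *WIPI1* at 1.03 and *ATG2B* at -0.86. Of 55 lysosome genes, 7 rose and 21 fell (9 and 22 over the list alone; adjusted p = 0.163), with the enzyme genes *GAA* at -1.60 and *GLB1* at -0.96 and the cholesterol transporter gene *NPC1* at 1.02. Of 23 hypoxia genes, 3 rose and 6 fell (4 and 6 over the list alone; adjusted p = 0.545), with *ADM* at 1.99 and *P4HA1* at -0.87. Of 16 immediate early and heat shock genes, 5 rose and 2 fell (the same over the list alone; adjusted p = 0.227), with *ZFP36* at 1.34. Of 10 ABC transporter genes, 1 rose and 1 fell (2 and 2 over the list alone; adjusted p = 0.924), with *ABCC2* at 1.69 and *ABCA3* at -0.84.

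The lists of FOXO targets, ERK output, NFκB, interferon and cell division did not pass camera's threshold either, apart from the settings named here. Of 28 FOXO target genes, which AKT activity holds down, 12 rose and 6 fell (12 and 7 adjusted over the list alone; adjusted p = 0.543), with *KLF2* at 1.76, *GABARAPL1* at 1.45 and *TRIB1*, on chromosome 8, at -1.18. Of 26 ERK output genes, 10 rose and 7 fell (14 and 8 adjusted over the list alone; adjusted p = 0.367, and 0.0246 without the 2 libraries that stood apart), with the phosphatase genes *DUSP5* at 2.49 and *DUSP4* at -1.74 and *IER3* at -2.77. Of 15 genes of NFκB and inflammatory cytokines, 9 rose and 4 fell (11 and 4 adjusted over the list alone; adjusted p = 0.0957, and 0.00827 without IGROV1 Res replicate 1), with *IL1A* at 4.73 and *BIRC3* at -2.83 (-3.55 without IGROV1 Res replicate 1). Of 27 interferon-stimulated genes, 5 rose and 7 fell (5 and 8 adjusted over the list alone; adjusted p = 0.543), with *TAP1* at 0.93 and *IFITM1* at -2.09. Of 64 genes of S phase and mitosis, 3 rose and 12 fell (3 and 10 adjusted over the list alone; adjusted p = 0.442), with *CCNE1* at 0.71 and *E2F2* at -0.93, in a list 0.273 and 0.171 higher in IGROV1 Sen replicate 1 and IGROV1 Res replicate 3. With a replicate block, camera's adjusted p was 0.0141 for the NFκB list and 0.0259 for the mesenchymal list. With the mitochondrial share as a covariate it was 0.0386 for the NFκB and 0.0251 for the mesenchymal list.

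Of the other genes that the paper names for other experiments, *BCL2* (-0.91), *SMO* (-0.58), *ULK1* (-0.78), *ULK2* (-0.54) and *MKI67* (-0.43) fell and *MAP1LC3B* (0.45) and *ATG13* (0.38) rose in IGROV1 Res. The calls of *ULK1*, *ULK2* and *MKI67* were lost with a replicate block, as were those of *BCL2L1* (0.0754) and *PDPK1* (0.0964), which were also lost with IGROV1 Sen replicates 2 and 3 summed (0.143 and 0.0904, adjusted p from edgeR's quasi-likelihood test). *BCL2L1* rose with a log2 fold change of 0.46 (adjusted p = 0.0413 from edgeR's quasi-likelihood test, and 0.0619 to 0.148 without any 1 library except IGROV1 Sen replicate 1). *PDPK1* rose with a log2 fold change of 0.29 (adjusted p = 0.0336 from edgeR's quasi-likelihood test, and 0.0667 to 0.15 without any 1 library except IGROV1 Sen replicate 1). The log2 fold changes of *PDK1* (0.40), *HSP90AA1* (0.24), *ATR* (-0.18), *MTOR* (-0.12), *PIK3CD* (-0.13), *HDAC2* (-0.12) and *MAPK3* (-0.26) did not pass the test. In the values the authors deposited, *HSP90AA1* (adjusted p = 0.0276) and *MAPK3* (adjusted p = 0.0256) passed edgeR's likelihood ratio test. *PDK1* passed without IGROV1 Res replicate 1 (0.67, adjusted p = 0.0218 from edgeR's quasi-likelihood test) and *HSP90AA1* without IGROV1 Sen replicate 1 (0.35, adjusted p = 0.012 from edgeR's quasi-likelihood test). With the mitochondrial share as a covariate *INSR* (0.27), *MAPK3* (-0.28), *HDAC2* (-0.13) and *HSP90AA1* (0.22) passed, and *HSP90AA1* (0.31) also without the 2 libraries that stood apart. *PIK3CG*, *CDK6* and *SYK* are not among the genes with counts and were not analysed here.

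The authors list 3168 upregulated and 3225 downregulated genes at an adjusted p under 0.05 from edgeR's likelihood ratio test, and 2383 of the 2394 and 2513 of the 2530 called here are among them. That test on the 6 libraries gave 2632 and 2773 here, so the kind of test alone does not account for the difference. The correlation of the log2 fold changes is 0.9999968, but the authors' average levels differ for some genes. Of 9760 genes with an average log2 CPM of at least 3, 159 had an average in the authors' table outside the range of the 6 libraries by more than 0.25 (135 above, 24 below), which another weighting or scaling of these libraries cannot give. The gap was 1.36 for *KLHL24*, 0.90 for *IGF1R*, 0.72 for *INSR* and 0.02 for *PTK2*. The FOXO target genes had a median gap of 0.39, at percentile 100 of 10000 random lists (highest 0.118), and the cholesterol synthesis genes one of -0.35. A high percentile was not particular to FOXO targets. Mitochondrially encoded genes (gap 0.18, percentile 99.99), mesenchymal genes (0.099, 99.61) and TGFβ response genes (0.099, 99.6) were among others that lay high. Genes of S phase and mitosis (-0.24) and of glycolysis (-0.23) were among those at percentile 0. A candidate explanation is that libraries of GDC0032-treated cells were in the authors' same fit, since FOXO target genes rise when PI3K is inhibited. The tables hold no such library, so this stays a hypothesis.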
